# Quantitative genomics of locomotor behavior in *Drosophila melanogaster*

**DOI:** 10.1186/gb-2007-8-8-r172

**Published:** 2007-08-21

**Authors:** Katherine W Jordan, Mary Anna Carbone, Akihiko Yamamoto, Theodore J Morgan, Trudy FC Mackay

## Abstract

**Background:**

Locomotion is an integral component of most animal behaviors, and many human health problems are associated with locomotor deficits. Locomotor behavior is a complex trait, with population variation attributable to many interacting loci with small effects that are sensitive to environmental conditions. However, the genetic basis of this complex behavior is largely uncharacterized.

**Results:**

We quantified locomotor behavior of *Drosophila melanogaster *in a large population of inbred lines derived from a single natural population, and derived replicated selection lines with different levels of locomotion. Estimates of broad-sense and narrow-sense heritabilities were 0.52 and 0.16, respectively, indicating substantial non-additive genetic variance for locomotor behavior. We used whole genome expression analysis to identify 1,790 probe sets with different expression levels between the selection lines when pooled across replicates, at a false discovery rate of 0.001. The transcriptional responses to selection for locomotor, aggressive and mating behavior from the same base population were highly overlapping, but the magnitude of the expression differences between selection lines for increased and decreased levels of behavior was uncorrelated. We assessed the locomotor behavior of ten mutations in candidate genes with altered transcript abundance between selection lines, and identified seven novel genes affecting this trait.

**Conclusion:**

Expression profiling of genetically divergent lines is an effective strategy for identifying genes affecting complex behaviors, and reveals that a large number of pleiotropic genes exhibit correlated transcriptional responses to multiple behaviors.

## Abstract 2

The locomotor behavior of Drosophila melanogaster was quantified in a large population of inbred lines derived from a single natural population, showing that many pleiotropic genes show correlated transcriptional responses to multiple behaviors.

## Background

Locomotion is required for localization of food and mates, escape from predators, defense of territory, and response to stress, and is, therefore, an integral component of most animal behaviors. In humans, Parkinson's disease, Huntington's disease, activity disorders and depression are associated with deficits in locomotion. Thus, understanding the genetic architecture of locomotor behavior is important from the dual perspectives of evolutionary biology and human health.

Locomotion is a complex behavior, with variation in nature attributable to multiple interacting quantitative trait loci (QTL) with individually small effects, whose expression is sensitive to the environment [1]. Dissecting the genetic architecture of complex behavior is greatly facilitated in model organisms, such as *Drosophila melanogaster*, where one can assess the effects of mutations to infer what genes are required for the manifestation of the behavior, and map QTL affecting naturally occurring variation with high resolution [2]. General features of the genetic architecture of complex behaviors are likely to be recapitulated across diverse taxa. Basic biological processes, including the development of the nervous system, are evolutionarily conserved between flies and mammals [3]. Thus, orthologues of genes affecting *Drosophila *locomotion may well be relevant in humans. For example, Parkinson's disease is associated with progressive degeneration of nigrostriatal dopaminergic neurons [4,5], and dopamine has also been implicated in locomotion of mice [6] and *Drosophila *[1,7-12].

Several studies reveal the underlying genetic complexity of locomotor behavior in *Drosophila*. The neurotransmitters serotonin (5-hydroxytryptamine) [13], octopamine (the invertebrate homolog of noradrenaline) [14], and γ-aminobutyric acid [15] affect *Drosophila *locomotion; as do genes required for the proper neuroanatomical development of the mushroom bodies and components of the central complex, brain regions required for normal locomotion [16-21]. Recently, we developed a high-throughput assay to quantify the 'locomotor reactivity' component of locomotor behavior (measured by the level of activity immediately following a mechanical disturbance), and used this to map QTL segregating between two inbred lines that had significantly different levels of locomotor reactivity [1]. We identified 13 positional candidate genes corresponding to the QTL. Three of these genes were known to affect adult locomotion; six had mutant phenotypes consistent with an involvement in regulating locomotion, although effects on locomotor behavior were not quantified previously; and the remaining four genes, all encoding RNA polymerase II transcription factors implicated in nervous system development, were novel candidate genes affecting locomotor behavior. This study highlights the power of using natural allelic variants to study complex behavior [22], but was limited to identifying genes segregating in the two parental lines used, which represent a restricted sample of alleles segregating in a natural population.

An alternative strategy to discover genes affecting complex behaviors is to combine artificial selection for divergent phenotypes with whole genome expression profiling [23-28]. The rationale of this approach is that genes exhibiting consistent changes in expression as a correlated response to selection are candidate genes affecting the selected trait. This strategy has two advantages compared to traditional QTL mapping paradigms and unbiased screens for mutations affecting behavioral traits. First, initiating artificial selection from a large base population recently derived from nature ensures that a larger and more representative sample of alleles affecting segregating variation in behavior is included than in QTL mapping studies utilizing two parental lines. Second, assessing the behavioral effects of mutations in candidate genes whose expression is co-regulated in the genetically divergent lines is more efficient than unbiased mutational screens for identifying genes affecting the trait of interest [23,26,27]. Here, we have combined this strategy with classical quantitative genetic analysis to further understand the genetic architecture of locomotor reactivity. We created artificial selection lines from a genetically heterogeneous background and selected for 25 generations to derive replicate lines with increased and decreased levels of locomotor reactivity, as well as unselected control lines. We also measured locomotor reactivity in a population of 340 inbred lines derived from the same natural population. We then used whole genome expression profiling to quantify the suite of genes that were differentially expressed between the selection lines. Functional tests of mutations in ten of the differentially expressed genes identified seven novel candidate genes affecting locomotor behavior.

## Results

### Natural genetic variation in locomotor reactivity

We quantified the magnitude of variation in locomotor activity among a panel of 340 inbred lines derived from the Raleigh natural population. We observed substantial naturally segregating variation in locomotor reactivity behavior (F_326,25736 _= 41.84, *P *< 0.0001; Figure 1). The estimate of broad-sense heritability (*H*^2^) of locomotor reactivity in this population was high: *H*^2 ^= 0.519. The line by sex interaction term was not significant (F_339,25736 _= 0.11, *P *= 1.0000), indicating that magnitude and/or rank order of the sexual dimorphism does not vary among the lines in this population. The correlation in locomotor reactivity between the sexes (*r*_*GS *_= 0.973 ± 0.015) was correspondingly high and positive, and not significantly different from unity.

**Figure 1:**
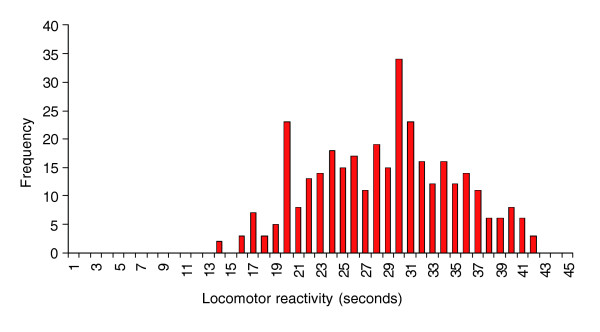
Frequency distribution of locomotor reactivity scores (in seconds) among inbred lines derived from the Raleigh population.

### Response to artificial selection for locomotor reactivity

We derived a heterogeneous base population from isofemale lines sampled from the Raleigh natural population, and used artificial selection to create replicate genetically divergent lines with high (H) and low (L) activity levels, as well as replicate unselected (control, C) lines. At generation 25, the H and L lines diverged by 27.6 seconds, or 61% of the total 45 s assay period (Figure 2a).

**Figure 2:**
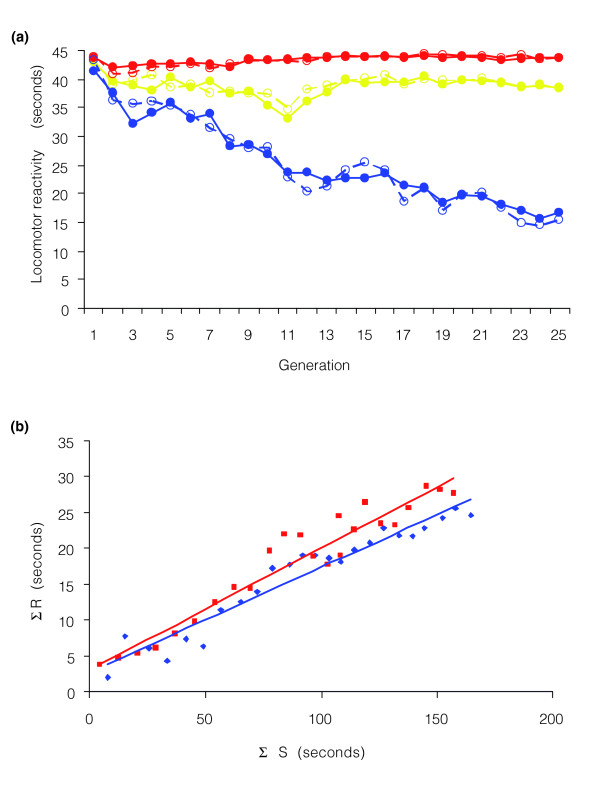
Phenotypic response to selection for locomotor reactivity. **(a) **Mean activity scores of selection lines (in seconds). The blue dots represent the L lines, the yellow dots represent the C lines, and the red dots represent the H lines. Solid lines and filled circles, replicate 1; dashed lines and open circles, replicate 2. **(b) **Regressions of cumulative response on cumulative selection differential for divergence between H and L lines. The blue diamonds and blue line represent replicate 1, and the red squares and red line represent replicate 2.

We estimated realized heritability (*h*^2 ^± standard error of the regression coefficient) of locomotor reactivity from the regressions of the cumulated response on cumulated selection differential [29]. Heritability estimates from the divergence between H and L lines over 25 generations were *h*^2 ^= 0.147 ± 0.008 (*P *< 0.0001) for replicate 1 and *h*^2 ^= 0.170 ± 0.010 (*P *< 0.0001) for replicate 2 (Figure 2b). The selection response was asymmetrical, largely due to low selection differentials in the H lines. Estimates of realized heritability for each of the selection lines (estimated as deviations from the contemporaneous control) were *h*^2 ^= 0.030 ± 0.036 (*P *= 0.43) and *h*^2 ^= 0.074 ± 0.0265 (*P *= 0.01) for H line replicates 1 and 2, respectively; and *h*^2 ^= 0.181 ± 0.0093 (*P *< 0.0001) and *h*^2 ^= 0.201 ± 0.011 (*P *< 0.0001) for L line replicates 1 and 2, respectively. There was no inbreeding depression for locomotor reactivity: the regression of locomotor behavior in the control lines over 25 generations was *b *= 0.0006 ± 0.053 (*P *= 0.98) and *b *= -0.012 ± 0.044 (*P *= 0.78) for C line replicates 1 and 2, respectively.

### Correlated phenotypic response to selection for locomotor reactivity

We evaluated whether the response to selection was specific for locomotor activity in response to a mechanical stress, or if other traits involved in stress response or behaviors that have a locomotor component were also affected. We did not observe significant differences among the selection lines for starvation resistance (F_2,3 _= 1.22, *P *= 0.41; Figure 3a), chill coma recovery (F_2,3 _= 0.13, *P *= 0.89; Figure 3b), ethanol sensitivity (F_2,3 _= 0.73, *P *= 0.55; Figure 3c), or copulation latency (F_2,3 _= 4.21, *P *= 0.13; Figure 3d). These results suggest that the response to selection is specific for locomotor reactivity, and not a general behavioral response; that is, the slowly reacting low activity lines are not generally 'sick'.

**Figure 3:**
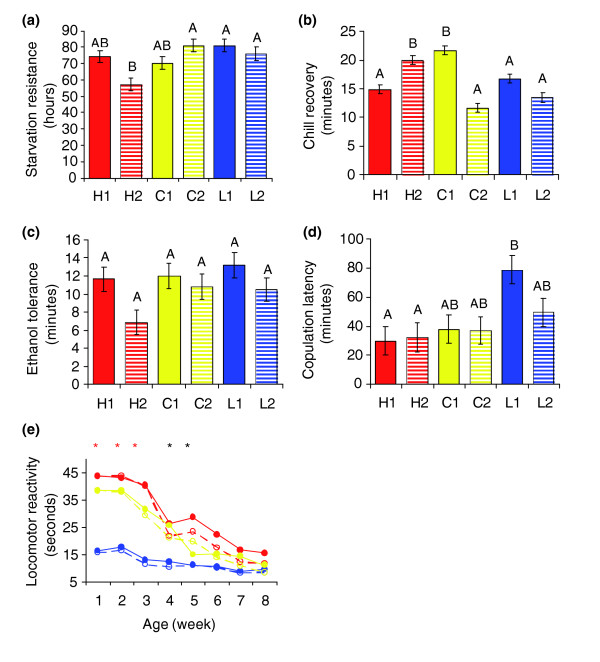
Correlated phenotypic responses to selection. All scores are pooled across three successive generations. Lines with the same letter are not significantly different from one another at *P *< 0.05. H lines are red, C lines are yellow, L lines are blue. Solid lines and bars represent replicate 1, and dashed bars and lines denote replicate 2. The red asterisk denotes each line is significantly (*P *< 0.05) different from each other, and the black asterisk denotes H lines and C lines are not significantly different from each other, but are significantly different than L lines. **(a) **Starvation resistance, **(b) **chill coma recovery, **(c) **ethanol tolerance, **(d) **copulation latency, **(e) **behavioral locomotor senescence.

We assessed whether selection for increased and decreased locomotor reactivity early in life affected locomotion at later ages - that is, whether selection affected the typical senescent decline in locomotor behavior with age [30]. We repeated our assay of locomotor reactivity on the selection lines each week until the flies were eight weeks old. We found that by week 4 (F_2,3 _= 8.76, *P *= 0.05; Figure 3e) the H and C lines no longer differed, and by week 6 (F_2,3 _= 3.33, *P *= 0.18; Figure 3e), none of the lines differed from one another. Thus, the selection response was specific for genes affecting locomotor reactivity of young animals. We infer from this result that either there is little genetic variation for locomotor reactivity in aged flies, or that such variation is genetically uncoupled from that which affects locomotion of young flies.

### Transcriptional response to selection for locomotor reactivity

We assessed transcript abundance in the H, L, and C selection lines using Affymetrix high density oligonucleotide whole genome microarrays, for flies of the same age and physiological state as selected individuals. 

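Transcript abundance was measured on 24 arrays. Each of the 3 selection groups, High (H), Low (L) and Control (C), had 2 replicate lines, and each line gave 2 samples of 12 virgin females and 2 samples of 12 virgin males, 3 to 7 days old, at generation 25, so that a group had 8 arrays and each sex of a group 4. Sex-limited transcripts followed the labels. The yolk protein genes Yp1, Yp2 and Yp3 were lower in males by a log2 difference of -10.45, -9.16 and -6.70, and the accessory gland genes Acp26Aa, Acp53C14b and Acp98AB, whose products are part of the seminal fluid, were higher in males by 10.79, 11.75 and 10.68. The values are the Signal of each probe set, computed by the authors with MAS5 from perfect-match and mismatch probes and scaled by them on each array. The mean Signal left after trimming 2% of the probe sets at each end lay between 497 and 499 on every array, while the median was 93.0 to 118 on the 12 female arrays and 143 to 158 on the 12 male arrays, with overlapping ranges of the 3 selection groups within each sex. Replicate arrays of a line had a median correlation of log2(Signal) across probe sets of 0.971 in females and 0.981 in males. It was 0.964 and 0.972 between the lines of 1 group, and 0.961 and 0.969 between lines of different groups. Of 18,769 probe sets in the value table, the 11,439 with a median Signal of at least 75 over the 24 arrays were tested, and those with a single gene name stood for 9,470 different genes. The paper excluded probe sets by their detection calls, and on the 1,422 of 18,769 probe sets of Additional data file 1 that were read here, with calls on 16 arrays, the Signal filter made the same decision for 93.8%. The value of 75 was chosen to keep about the share of these same probe sets that the calls keep, so this is not an independent check. The log2(Signal) was fitted with limma to the 12 means of line and sex. Line, sex and their interaction were called at a Benjamini-Hochberg adjusted p under 0.001, and the contrasts between groups at an adjusted p under 0.05. The error of this fit is the spread between replicate samples of a line and sex. It does not hold the spread between the 2 lines of a group, so its p-values for H, L and C compare these 6 lines, and the number of arrays limits the precision.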

The raw microarray data are given in Additional data file 1, and have been deposited in the GEO database [31] under series record GSE5956 [32]. We used factorial ANOVA to quantify statistically significant differences in transcript level for each probe set on the array. 

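Most transcripts differed between females and males, and fewer differed among the lines. Of the 11,439 probe sets tested with limma, 7,951 (69.5%) differed between the sexes, 5,020 of them higher in females and 2,931 higher in males. All 30 DNA replication genes and all 12 genes of the ovary and egg shell list that were tested were higher in females, as were 30 of 37 ribosomal protein genes. The ovary and egg shell list, made by name patterns, had 23 genes on the array. The 12 tested include CycB, Fcp1 and fit, which are not limited to the ovary. Among 22 testis genes 20 were higher in males, and among 24 genes of the accessory gland and seminal fluid 23 were. Of 28 odorant-binding protein genes, 15 were higher in males and 2 in females, and of 67 cytochrome P450 genes 22 were higher in males and 9 in females. A line effect was called for 544 probe sets (4.76%), of which 305 also differed between the sexes. The interaction of line and sex was called for 5. The number with a line effect depends on the threshold and on the processing. It was 1,515 at an adjusted p under 0.01 and 3,210 at an adjusted p under 0.05. At an adjusted p under 0.001 it was 849 with log2(Signal + 50) and 295 with no filter.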

Using a false discovery rate [33] of *Q *< 0.001, we found 8,766 probe sets were significant for the main effect of sex, 1,825 were significant for the main effect of line, and 42 were significant for the line × sex interaction (Additional data file 2). All 42 probe sets that were significant for the interaction term were also significant for the main effect of line.

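The 5 probe sets with a line by sex interaction in limma were those of CG12470, Obp99a, dpr17, CG14691 and eIF3f2, and each of the 5 also had a line effect. CG12470 was lower in H than in L females by a log2 difference of -3.05 (SE 0.11), with a difference of 0.03 (SE 0.11) in males. Its mean log2(Signal) over both sexes was 9.43 in Low line 1 and between 6.25 and 6.72 in the other lines. Obp99a, an odorant-binding protein, had a Signal of 223 ± 26.6 in H females and 1377 ± 282 in L females (SD, n = 4 arrays), a log2 difference of -2.61 (SE 0.16), against 0.48 (SE 0.16) in males. The differences ran the other way for dpr17, a member of a family of immunoglobulin-domain proteins, at 1.87 (SE 0.13) in females and 0.10 (SE 0.13) in males, and for CG14691, at 2.50 (SE 0.30) in females and 0.55 (SE 0.30) in males. For eIF3f2, a translation initiation factor subunit, the differences of H and L were -0.02 (SE 0.10) in females and -0.06 (SE 0.10) in males. The number of such probe sets was 2 to 12 when any 1 array or line was left out, and 27 in the methods' factorial analysis of the linear Signal. Without High line 2, the difference of H and L in CG14691, averaged over the sexes, was -0.40 (adjusted p = 0.369).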

We used ANOVA contrast statements on the 1,825 probe sets with differences in transcript abundance between selection lines to detect probe sets that were consistently up- or down-regulated in replicate lines [25,27]. We found 1,790 probe sets (9.5%) that differed between the selection lines when pooled across replicates (Additional data file 3). 

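Between H and L lines, 898 probe sets rose, meaning higher in H, and 903 fell, at an adjusted p under 0.05 from limma, and 412 of these 1,801 also had a line effect. The balance depended on the scaling and the scale, with 1,132 higher and 733 lower in H after median centring within each sex and 940 and 1,492 in the methods' factorial analysis of the linear Signal. The genes with the largest rises were Cpr72Ec, a cuticle protein, with a log2 difference of 3.20 (SE 0.28), CG6908 at 3.04 (SE 0.11), CG4962 at 2.99 (SE 0.24), CG14642 at 2.88 (SE 0.20) and Cyp6a8, a cytochrome P450, at 2.65 (SE 0.18). They were followed by Def, which encodes the antimicrobial peptide defensin, at 2.43 (SE 0.26), the tetraspanin gene Tsp39D at 2.27 (SE 0.20), the tachykinin receptor gene TkR99D at 2.17 (SE 0.16), CG10725 at 2.10 (SE 0.16) and CG5770 at 1.95 (SE 0.27). The largest falls were those of CG13947 at -3.16 (SE 0.18), smp-30 at -2.99 (SE 0.24), CG18179 at -2.72 (SE 0.46), CG11034 at -2.63 (SE 0.11) and CG6283 at -2.35 (SE 0.27), then CG2772 at -2.25 (SE 0.12), CG31091 at -2.14 (SE 0.28), CG12057 at -1.87 (SE 0.20), CG3397 at -1.65 (SE 0.17) and the ubiquitin ligase gene Cbl at -1.60 (SE 0.11). These are the largest among the genes with a line effect whose High line means lay on the same side of both Low line means in each sex, and their adjusted p was at most 0.000986. In CG6908 the Signal was 5242 ± 2481 in H, 2000.1 ± 431 in C and 619 ± 249 in L lines (SD, n = 8 arrays). In smp-30 it was 27.4 ± 9.15, 274 ± 162 and 233 ± 97.3 in the same order. The mean of smp-30 in H lies below the minimum of the Signal filter, so the size and rank of its fall are imprecise. The same holds for any gene of this ranking with a group mean below that minimum.
The lines of a group could lie far apart. In log2(Signal), CG13947 was 10.54 and 6.37 in the 2 High lines and 11.68 and 11.55 in the 2 Low lines, and Cpr72Ec was 5.15 and 8.04 in the 2 Low lines and 9.57 and 10.02 in the 2 High lines. Another probe set of CG14642 fell by 0.65 (adjusted p = 0.00294), and the other probe sets of smp-30 and Cbl did not pass, at 0.40 (adjusted p = 0.0515) and 0.18 (adjusted p = 0.127).

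**Figure D1:**
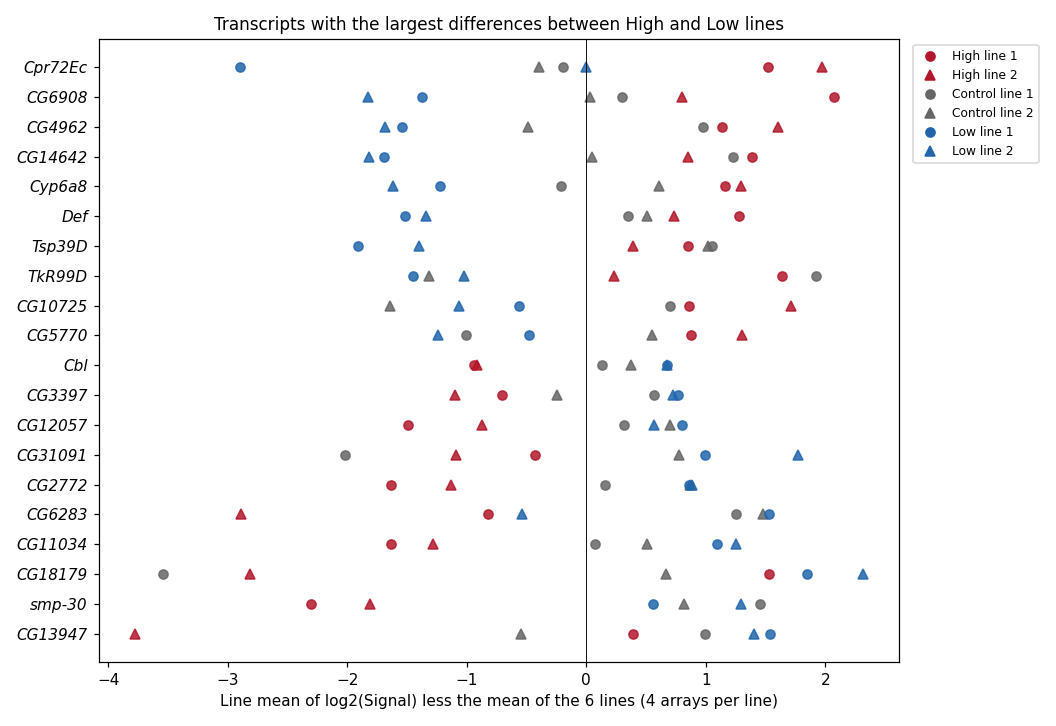
Line means of log2(Signal), each less the mean of the 6 lines (4 arrays per line), of the 10 genes with the largest rises and the 10 with the largest falls between H and L lines, with High lines in red, Control lines in grey and Low lines in blue. By the way the genes were chosen, the 2 High lines lie on 1 side of the 2 Low lines in each gene. In CG13947 the High lines lie farther apart, at 10.54 and 6.37 before centring, than the Low lines do.

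Between H and C lines 499 probe sets rose and 780 fell, and between C and L lines 1,073 were higher and 703 lower in C. Of the 1,801 probe sets called between H and L, 1,027 had both High line means on the same side of both Low line means in each sex. With line as a random block, so that the spread between lines enters the error, 398 probe sets were called between H and L. This fit takes 1 correlation of the arrays of a line, 0.176, for all probe sets, whose lines may differ more or less than that. With the 6 line means as the samples, limma called 0, with 1,100 at an unadjusted p under 0.05 where 572 would be given by chance. From the line effect and the contrasts between the groups, pooled over the replicate lines, the paper concludes that transcript abundance responded to selection across many probe sets.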

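Of the 544 probe sets with a line effect, 534 had at least 1 contrast among H, C and L at an unadjusted p under 0.05. Of these, 116 were placed in the category highest in C and 72 in that lowest in C, by both contrasts with C or by 1 of them where that of H and L did not pass, and of the others 194 in that higher in H than in L and 152 in that lower. The categories highest and lowest in C are not all differences of H and L, whose contrast had an unadjusted p under 0.05 in 459 of the 544. In the category highest in C, Cyp6a23 had a Signal of 4363 ± 489.6 in C, 2631 ± 401 in H and 1663 ± 901 in L lines (SD, n = 8 arrays). PMCA, the plasma membrane calcium pump, was at 784 ± 113 in C, 529.8 ± 349.6 in H and 449.7 ± 46.0 in L. Pdp1, a transcription factor of the circadian clock, was at 952 ± 89.5 in C, 437 ± 134 in H and 694 ± 106 in L. In that lowest in C, CG30083 was at 98.9 ± 92.0 in C, 483 ± 133 in H and 289.9 ± 149 in L, and CG14275 was at 754 ± 278 in C, 1509.5 ± 268 in H and 836 ± 179 in L. CG44251 was lower in C than in H, with a log2 difference of H and C of 0.81 (SE 0.09) and of C and L of -0.49 (SE 0.09). Lines of a group could differ more than the groups did: the log2(Signal) of PMCA was 9.74 and 7.68 in the 2 High lines, and that of Cyp12d1-d, a cytochrome P450 gene of the category highest in C with a near-identical neighbour, was 11.13 and 7.32 in the 2 Low lines. Sorted by the order of the 3 group means alone, 139 of the 544 probe sets fell into the category higher in H than in L and 96 into that lower. Another 180 were highest in C and 129 lowest in C.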

The pattern of the transcriptional response to selection was complex, and fell into four categories: H ≥ C ≥ L (H > L, 486 probe sets); H ≤ C ≤ L (H < L, 686 probe sets); H ≤ C ≥ L (379 probe sets); and H ≥ C ≤ L (239 probe sets). The first two categories can readily be interpreted as linear relationships between transcript abundance and complex trait phenotype, while for the latter two categories the relationship is quadratic, with the most extreme expression values in the C lines. There are two possible explanations for the apparently non-linear patterns of transcriptional response to selection. First, probe sets in the third category could represent cases in which H and L alleles respond to selection, but harbor polymorphisms in the probes used to interrogate expression levels, thus yielding reduced levels of expression relative to the control. Second, the non-linear patterns could be attributable to changes in expression as a consequence of reduced fitness of the selection lines relative to the control. Although there was a widespread transcriptional response to selection for locomotor reactivity, the magnitude of the changes of transcript abundance was not great, with the vast majority much less than two-fold (Additional data file 3, Figure 4).

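Most of the differences between H and L lines were small. Of the 459 probe sets with a line effect and a contrast of H and L at an unadjusted p under 0.05, 368 (80.2%, 95% Wilson interval 76.3 to 83.6) differed by less than 2-fold in mean Signal, and 242 (52.7%) by less than 1.5-fold. The median difference was 1.47-fold. Of the 91 that differed by at least 2-fold, 61 were higher in H and 30 were lower. The largest difference among these 459 was that of smp-30, which was lower in H, and CG6908 was 8.47-fold higher. Among the 1,801 probe sets that limma called between H and L at an adjusted p under 0.05, 1,670 (92.7%, 91.4 to 93.8) differed by less than 2-fold, with a median of 1.30-fold. The largest of these differences, 13.3-fold, was that of the chorion protein gene Cp15, which was lower in H, had no line effect call and was named after its values were seen.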

**Figure 4:**
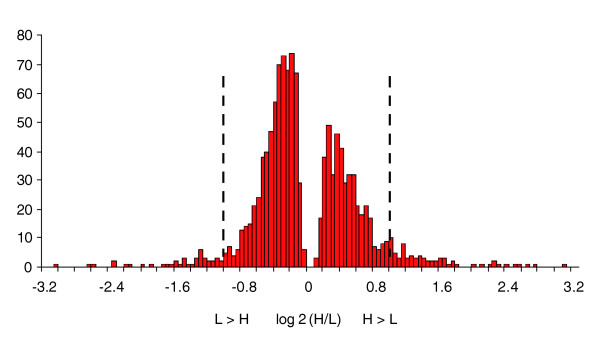
Frequency of relative fold-change of probe sets with significant changes in transcript abundance between H and L selection lines, pooled over sexes. The vertical dashed black lines demarcate two-fold changes in transcript abundance.

The probe sets with altered transcript abundance between the selection lines fell into all major biological process and molecular function Gene Ontology (GO) categories (Additional data file 4). We assessed which categories were represented more frequently than expected by chance, based on representation on the microarray, since the over-represented GO categories are likely to contain probe sets for which transcript abundance has responded to artificial selection. Highlights of the transcriptional response to artificial selection for locomotor reactivity are given in Table 1; the complete list of significantly over-represented categories is given in Additional data file 5. The greatest enrichment in the biological process categories were for genes affecting lipid, cellular lipid, steroid and general metabolism, responses to biotic, abiotic, and chemical stimuli, and defense response and responses to toxins and stress. 

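Genes of lipid metabolism went both ways, and so did genes of immunity. Of 58 lipid metabolism genes tested, 8 rose, 8 fell and 42 did not pass (10 and 11 when adjusted over the list alone) between H and L lines at an adjusted p under 0.05 from limma. On the log2 scale CG6283 fell by 2.35 (SE 0.27, adjusted p = 4.35e-05), Npc2d, of a family of sterol-binding proteins, fell by 0.65 (SE 0.07, adjusted p = 3.37e-05), CG5966 fell by 0.60 (SE 0.09, adjusted p = 0.000506) and yip2, an acetyl-CoA acyltransferase, fell by 0.41 (SE 0.07, adjusted p = 0.000685). Of these 58 genes, 8 (13.8%) had a line effect, against 4.58% of all genes tested (Fisher's exact test, adjusted p = 0.0179 over 23 lists). Among the genes called between H and L the list was not over-represented, with 16 of 58 called (adjusted p = 0.0667). Of 46 genes of immunity and defense, 8 rose, 5 fell and 33 did not pass (11 and 6 when adjusted over the list alone). Def rose by 2.43 (SE 0.26, adjusted p = 2.1e-05), and lectin-24A, a C-type lectin, rose by 1.73 (SE 0.19, adjusted p = 2.38e-05). PGRP-LB, which degrades peptidoglycan, rose by 0.55 (SE 0.11, adjusted p = 0.00315), and cact, the inhibitor of the Toll pathway, fell by 0.26 (SE 0.05, adjusted p = 0.00544), while another probe set of cact rose by 0.53 (adjusted p = 0.00284). A line effect was called for 4 of the 46 genes (8.70%, Fisher's exact test, adjusted p = 0.422). With the sexes averaged, camera placed neither list apart from the other genes at its preset correlation (adjusted p = 0.265 for both). Within a sex, it placed lipid metabolism below the other genes in males (adjusted p = 0.00549). It placed immunity and defense above them in females (adjusted p = 0.0209). Both calls were lost with an estimated correlation (adjusted p = 0.809 and 0.39 with an estimated correlation).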

The molecular function categories of catalytic, monooxygenase and oxidoreductase activity were highly enriched, as were the cellular component categories of vesicular, cell and membrane fractions and microsome. These classifications reflect the striking over-representation of genes in the *cytochrome P-450 *and *Glutathione S tranferase *gene families, genes affecting lipid metabolism, and genes encoding immune/defense molecules.

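The cytochrome P450 genes, which encode monooxygenases, were over-represented among the genes with a line effect. Of 67 tested, 21 rose, 9 fell and 37 did not pass (25 and 11 when adjusted over the list alone) between H and L lines, and 22 (32.8%) had a line effect, against 4.58% of all genes tested (odds ratio 10.7, Fisher's exact test, adjusted p = 1.92e-12). The Signal of Cyp6a8 was 1933 ± 529.9 in H, 979 ± 411 in C and 316 ± 132 in L lines (SD, n = 8 arrays). On the log2 scale Cyp6w1 rose by 1.53 (SE 0.15, adjusted p = 1.27e-05) and Cyp28d1 rose by 1.08 (SE 0.11, adjusted p = 1.53e-05), and Cyp6a22 fell by 0.57 (SE 0.06, adjusted p = 1.63e-05), all from limma. The median gene of the list was higher in H by 0.29 in females and by 0.06 in males, where the 95% interval of the median less that of all genes was -0.09 to 0.21. In the same females the ovary and egg shell genes and the DNA replication genes had medians of -0.35 and -0.51. The list stood above the other genes with camera's preset correlation (adjusted p = 0.00223), and this call was lost with an estimated correlation (adjusted p = 0.442 with an estimated correlation).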

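The glutathione S transferase and UDP-glycosyltransferase genes, whose products conjugate foreign compounds, more often rose than fell in H against L lines. Of 31 glutathione S transferase genes tested, 10 rose, 2 fell and 19 did not pass (14 and 4 when adjusted over the list alone). On the log2 scale GstD7 rose by 1.90 (SE 0.24, adjusted p = 0.000107) and GstD9 rose by 1.22 (SE 0.09, adjusted p = 8.13e-07), from limma. Of 24 UDP-glycosyltransferase genes, 10 rose, 3 fell and 11 did not pass (10 and 3 when adjusted over the list alone). Ugt37A2 rose by 1.58 (SE 0.15), Ugt35C1 rose by 1.31 (SE 0.12), Ugt303B1 rose by 1.07 (SE 0.19) and Ugt37D1 rose by 0.94 (SE 0.07), each at an adjusted p of at most 0.00129. A line effect was called for 8 of the 31 glutathione S transferase genes (25.8%, Fisher's exact test, adjusted p = 0.000652) and for 5 of the 24 UDP-glycosyltransferase genes (20.8%, adjusted p = 0.0179). The median gene of the glutathione S transferase list was higher in H by 0.20 in females and by 0.18 in males, and that of the UDP-glycosyltransferase list by 0.30 and by 0.04. In males the 95% intervals of these medians less that of all genes, -0.04 to 0.47 and -0.12 to 0.30, include 0, and in the females the ovary and egg shell genes and the DNA replication genes had medians of -0.35 and -0.51. Camera with its preset correlation placed both lists above the other genes (adjusted p = 0.00223 and 0.00313), and both calls were lost with an estimated correlation (adjusted p = 0.442 with an estimated correlation for each). Members of these families with similar sequences can bind the same probes.

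**Figure D2:**
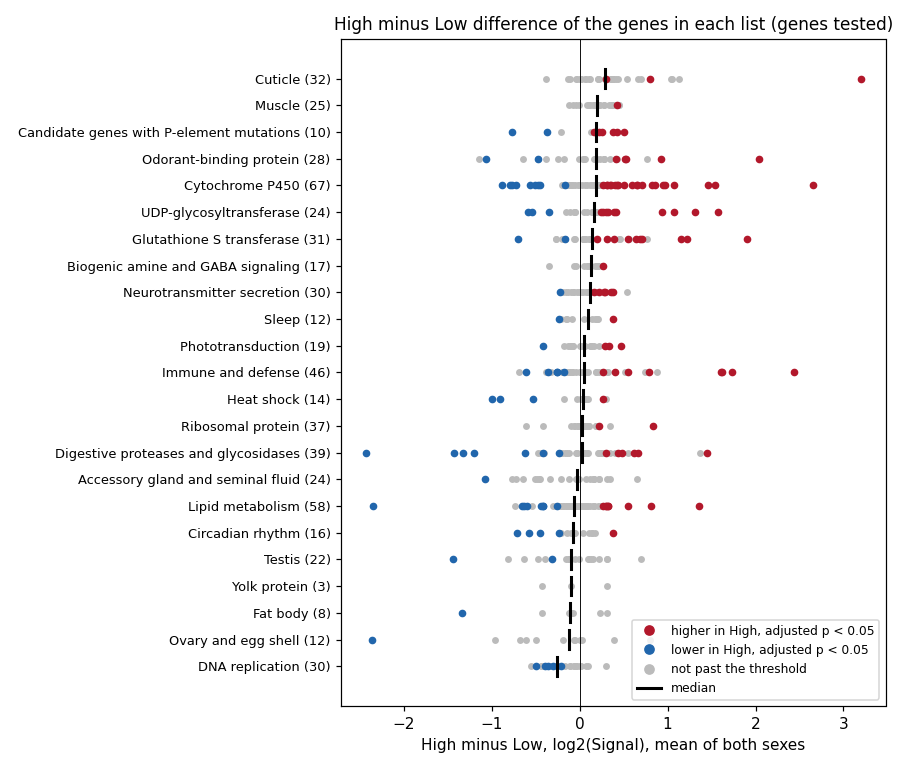
High minus Low difference in log2(Signal), averaged over the sexes, of each gene tested in 23 gene lists, with red points for genes that rose, blue points for genes that fell, grey points for genes that did not pass and a black bar at the median. Of the cytochrome P450 genes 21 rose and 9 fell, and of the DNA replication genes 0 rose and 5 fell.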

**Table 1:** Differentially represented Gene Ontology categories

Category	Term	Count*	Percent^†^	*P *value^‡^
**Biological process**	Lipid metabolism	110	6.10	3.10E-09
	Steroid metabolism	41	2.30	9.90E-09
	Cellular lipid metabolism	78	4.30	9.30E-08
	Response to toxin	34	1.90	4.20E-06
	Response to biotic stimulus	94	5.20	7.90E-06
	Transport	309	17.10	9.20E-06
	Defense response	92	5.10	9.60E-06
	Response to chemical stimulus	66	3.60	9.80E-06
	Response to abiotic stimulus	84	4.60	1.20E-05
	Localization	352	19.40	1.40E-05
	Metabolism	799	44.10	1.70E-05
	DNA-dependent DNA replication	22	1.20	3.60E-05
	Establishment of localization	340	18.80	3.70E-05
	Physiological process	1,041	57.50	4.30E-05
	DNA replication	36	2.00	1.60E-04
	Cellular physiological process	958	52.90	2.50E-04
	Secretion	48	2.70	2.80E-04
	Electron transport	74	4.10	3.00E-04
	Response to stress	66	3.60	3.20E-04
	Response to stimulus	191	10.50	3.50E-04
	Secretory pathway	45	2.50	4.30E-04
	Response to endogenous stimulus	31	1.70	7.80E-04
	Response to DNA damage stimulus	28	1.50	8.10E-04
	Sleep	7	0.40	1.00E-03
	Primary metabolism	705	38.90	1.50E-03
	Protein complex assembly	28	1.50	2.60E-03
	Intracellular transport	99	5.50	2.90E-03
	DNA repair	25	1.40	2.90E-03
	Intracellular protein transport	80	4.40	3.90E-03
	Regulation of neurotransmitter levels	26	1.40	4.20E-03
	Cell organization and biogenesis	221	12.20	4.40E-03
	Cellular localization	101	5.60	4.50E-03
	Protein localization	91	5.00	4.60E-03
	Heterophilic cell adhesion	6	0.30	4.70E-03
	Proteolysis	129	7.10	5.20E-03
	Establishment of cellular localization	100	5.50	5.70E-03
	Oxygen and reactive oxygen species metabolism	18	1.00	6.20E-03
	Sulfur metabolism	15	0.80	7.00E-03
	Generation of precursor metabolites and energy	92	5.10	7.50E-03
	Cellular metabolism	711	39.30	7.70E-03
	Neurotransmitter secretion	23	1.30	8.00E-03
	Regulated secretory pathway	23	1.30	8.00E-03
	mRNA export from nucleus	7	0.40	8.40E-03
	Establishment of protein localization	82	4.50	8.90E-03
	Sterol metabolism	10	0.60	9.00E-03
	Macromolecule metabolism	498	27.50	9.70E-03
	Chromosome condensation	9	0.50	1.00E-02
	Nuclear transport	16	0.90	1.00E-02
**Molecular function**	Catalytic activity	639	35.30	3.60E-10
	Monooxygenase activity	38	2.10	1.50E-07
	Oxidoreductase activity	131	7.20	1.40E-06
	Protein binding	693	38.30	2.60E-06
	Transporter activity	208	11.50	1.40E-05
	Electron transporter activity	49	2.70	9.40E-05
	Hydrolase activity	294	16.20	2.70E-04
	Sequence-specific DNA binding	12	0.70	4.40E-04
	Tetrapyrrole binding	16	0.90	1.30E-03
	Heme binding	16	0.90	1.30E-03
	Binding	990	54.70	1.80E-03
	Carbon-carbon lyase activity	14	0.80	2.60E-03
	Electrochemical potential-driven transporter activity	43	2.40	2.80E-03
	Porter activity	43	2.40	2.80E-03
	Calmodulin binding	18	1.00	3.60E-03
	Carbohydrate transporter activity	19	1.00	5.10E-03
	Phosphoric monoester hydrolase activity	36	2.00	6.50E-03
	DNA-directed DNA polymerase activity	10	0.60	6.60E-03
	Sugar porter activity	12	0.70	7.40E-03
	Glutathione transferase activity	11	0.60	8.70E-03
	Sugar transporter activity	13	0.70	1.00E-02
**Cellular component**	Microsome	31	1.70	5.80E-10
	Vesicular fraction	31	1.70	5.80E-10
	Cell fraction	34	1.90	1.20E-09
	Membrane fraction	33	1.80	2.10E-09
	Clathrin coat	9	0.50	3.80E-04
	Replication fork	9	0.50	3.80E-04
	Coated membrane	11	0.60	6.70E-04
	Membrane coat	11	0.60	6.70E-04
	Clathrin vesicle coat	8	0.40	1.10E-03
	Clathrin coated vesicle membrane	8	0.40	1.10E-03
	Golgi apparatus	24	1.30	1.40E-03
	Coated pit	5	0.30	1.50E-03
	Cell	673	37.20	1.60E-03
	Cytoplasmic vesicle membrane	10	0.60	1.70E-03
	Vesicle coat	10	0.60	1.70E-03
	Coated vesicle membrane	10	0.60	1.70E-03
	Cytoplasm	239	13.20	2.90E-03
	Membrane	295	16.30	3.00E-03
	Plasma membrane	83	4.60	3.80E-03
	Alpha DNA polymerase	4	0.20	4.30E-03
	Chromosome	40	2.20	5.00E-03

*Number of genes in the annotation category. ^†^Number of genes in the annotation category/total number of significant genes. ^‡^*P *value from a modified Fisher exact test for enrichment of genes in an annotation category. The cross-classified factors in the 2 × 2 contingency tables are genes in the annotation category versus not in the annotation category, and significant genes versus all genes on the array.

### Functional tests of candidate genes

To assess the extent to which transcript profiling of divergent selection lines accurately predicts genes that directly affect the selected trait, we evaluated the locomotor reactivity of lines containing *P*-element insertional mutations in ten candidate genes that were implicated by the analysis of differential transcript abundance. All of the *P*-element insertions were derived in a common isogenic background, and are viable and fertile as homozygotes [34,35]. The *P*-elements are inserted either in the coding region or approximately 100 bp upstream of the start of transcription of each candidate gene. The candidate genes are involved in diverse biological processes, including signal transduction (*tartan*, *center divider*), neurotransmitter secretion (*Amphiphysin*, *Cysteine string protein*), nervous system and muscle development (*muscleblind*), chromosome segregation (*nebbish*), and copulation (*ken and barbie*). Three of the mutations are in computationally predicted genes (*CG33523*, *CG31145*, and *CG10990*). Six of the mutations exhibited significant differences in locomotor reactivity from the co-isogenic control line, after Bonferroni correction for multiple tests (Table 2, Figure 5). In addition, *Amphiphysin *was formally significant (F_1,112 _= 5.66, *P *= 0.019), but not at the conservative Bonferroni threshold of *P *= 0.005. There was no clear relationship between the pattern of transcriptional response to selection of the candidate genes and the results of the functional tests. 

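Of the 10 candidate genes chosen for tests of P-element mutations, 6 rose, 2 fell and 2 did not pass (7 and 3 when adjusted over the list alone) between H and L lines at an adjusted p under 0.05 from limma. The genes were chosen on these samples, so these counts are not independent evidence of a direction. Amph (Amphiphysin), whose product bends membranes, had a Signal of 2622 ± 262 in H, 2732 ± 165 in C and 2012 ± 201 in L lines (SD, n = 8 arrays), a log2 difference of H and L of 0.38 (SE 0.05, adjusted p = 7.71e-05). CG31145 rose by 0.51 (SE 0.08, adjusted p = 0.000519), mbl (muscleblind), a regulator of splicing, rose by 0.42 (SE 0.07, adjusted p = 0.00105), CG33523 rose by 0.25 (SE 0.05, adjusted p = 0.00314), trn (tartan) rose by 0.22 (SE 0.05, adjusted p = 0.0121) and Csp (Cysteine string protein), a chaperone of synaptic vesicles, rose by 0.17 (SE 0.05, adjusted p = 0.0363). The genes neb (nebbish) and ken (ken and barbie) fell by 0.76 (SE 0.11, adjusted p = 0.000299) and by 0.38 (SE 0.06, adjusted p = 0.000687). The differences of cdi (center divider), 0.13 (SE 0.06, adjusted p = 0.131), and CG10990, now named Pdcd4, -0.21 (SE 0.07, adjusted p = 0.0718), did not pass.

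**Figure D3:**
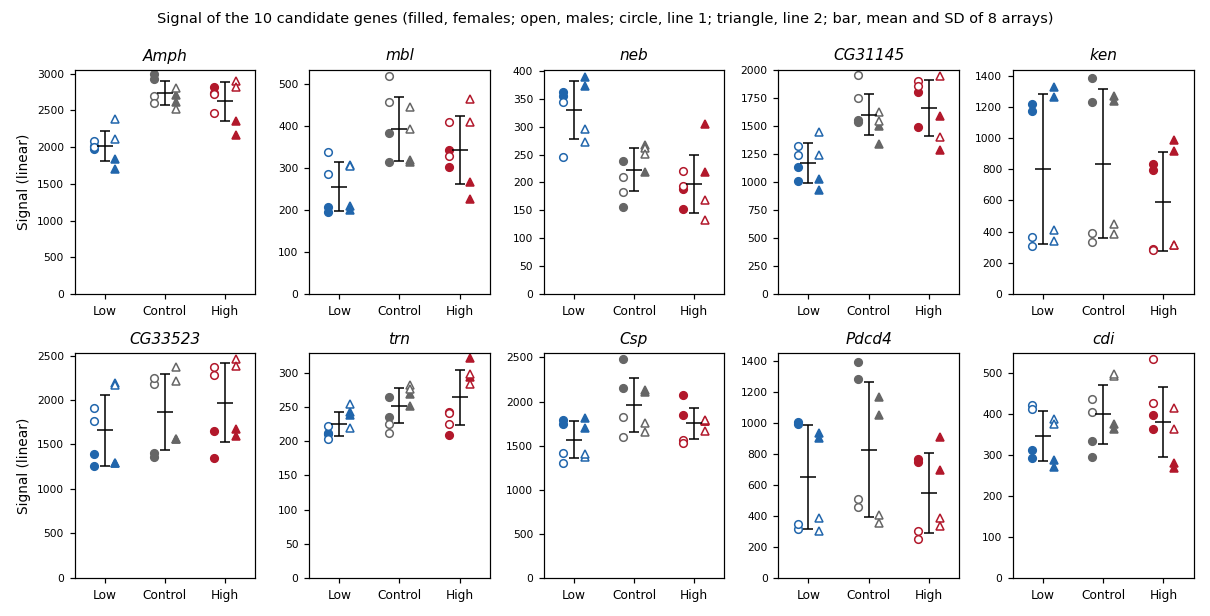
Signal of the 10 candidate genes on a linear axis, with 1 point per array, filled for females and open for males, circles for line 1 and triangles for line 2 of a group, and a bar for the mean and SD of the 8 arrays of a group. The means of Amph are 2012 in L and 2622 in H lines, and ken is higher in females than in males in every group, with a log2 difference of males and females of -1.70.

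Against the C lines, mbl, Csp and Pdcd4 were higher in C than in L by 0.63 (SE 0.07), 0.32 (SE 0.05) and 0.34 (SE 0.07), and the difference of H and C was -0.55 (SE 0.07, adjusted p = 0.000301) in Pdcd4, -0.20 (SE 0.07, adjusted p = 0.0822) in mbl and -0.16 (SE 0.05, adjusted p = 0.0595) in Csp. A line effect was called for Amph, ken, mbl and Pdcd4, at an adjusted p of 0.000145, 0.000771, 0.000483 and 0.000999. Another probe set of mbl fell by 1.26 between H and L (adjusted p = 0.00027). Between 0 and 4 of the 10 genes had a line effect when any 1 array or line was left out.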

The significant genes belonged to categories 1 (H > L, *CG33523 *and *Amphiphysin*), 2 (H < L, *ken and barbie *and *nebbish*) and 3 (H ≤ C ≥ L, *muscleblind*, *Cysteine string protein *and *CG10990*) (Additional data file 3). All of the non-significant candidate genes belonged to category 1. From these data, we infer that transcripts in category 3 do not solely represent instances of changes in expression as a consequence of reduced fitness of the selection lines relative to the control, as in this case one would not expect the genes to affect the selected trait.

**Figure 5:**
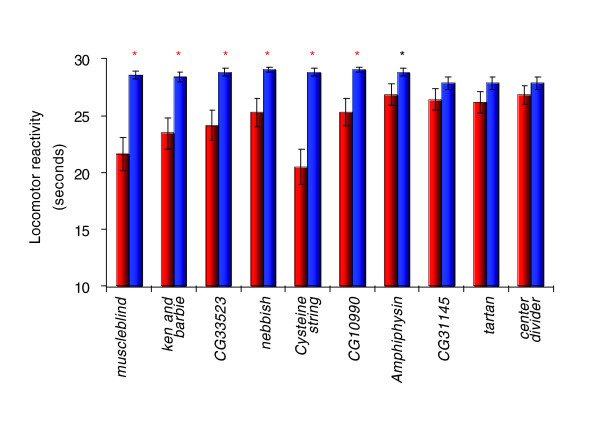
Mean locomotor reactivity scores (seconds) of lines containing *P*-element insertional mutations in candidate genes. The blue bar denotes the Canton S B co-isogenic control line; the red bars indicate the mutant lines. The red asterisk represents mutants that are significantly different from the control line with *P *values that exceed Bonferroni correction for multiple testing (*P *= 0.005), and the black asterisk represents mutants for which *P *< 0.05, but do not surpass the conservative Bonferroni correction.

**Table 2:** Functional tests of candidate genes

Line	Gene	Mean locomotor reactivity (± SE)	F_1,112_	*P *value	Human ortholog
BG01127	*muscleblind*	21.63 ± 1.47	37.47	< 0.0001	*MBLN1*
BG01259	*Ken and barbie*	23.43 ± 1.32	17.26	< 0.0001	N/A
BG01697	*CG33523*	24.13 ± 1.30	22.08	< 0.0001	N/A
BG01761	*Amphiphysin*	26.80 ± 0.93	5.66	0.019	*AMPH*
BG01863	*Cysteine string protein*	20.50 ± 1.54	46.97	< 0.0001	*DNAJC5B*
BG02106	*CG31145*	26.40 ± 0.97	2.03	0.157	*FAM20A*
BG02109	*tartan*	26.15 ± 0.92	1.16	0.096	N/A
BG02121	*center divider*	26.80 ± 0.77	1.16	0.285	N/A
BG02676	*CG10990*	25.30 ± 1.20	16.86	< 0.0001	*PDCD4*
BG02715	*nebbish*	25.25 ± 1.27	14.41	< 0.0001	*KIF14*

The mean locomotor reactivity of the Canton S B control strain is 28.50 ± 0.20 s. Bonferroni significance threshold = 0.005. Human orthologs have homology scores of > 0.93 and Bootstrap scores of > 93%. N/A, not applicable; SE, standard error.

Mutations in each significant gene had lower levels of locomotor reactivity than the control line. Of these genes, four have been previously implicated to affect activity: *muscleblind *mutants are paralytic [36]; *Amphiphysin *[37] and *Cysteine string protein *[38] mutants are sluggish; and *nebbish *mutants are not well coordinated [39].

## Discussion

### Genetic architecture of locomotor reactivity

*D. melanogaster *exhibits a strong response to artificial selection for high and low levels of locomotor reactivity. The heritability of locomotor reactivity is fairly high for a behavioral trait (approximately 0.16). However, the genetic response to selection, as inferred from the realized heritability, was asymmetrical. Responses were much greater in the direction of decreased locomotor reactivity (heritabilities approximately 0.20) than for increased activity. Asymmetrical responses to selection are often observed for traits that are major components of fitness [29,40]. However, in this case we cannot rule out a more trivial explanation: the attenuated selection differential in the H lines. The highly reactive individuals remained active for the majority of the 45 s assay period. Indeed, we recorded the locomotor reactivity of flies from the high selection lines for assay periods of one to five minutes, and found that most flies were active throughout the assay period regardless of the duration of the assay (data not shown).

The phenotypic response to selection appears to be specific for locomotor reactivity. In particular, we did not observe correlated responses to selection for locomotor reactivity for responses to different stressors, nor for other traits involving locomotion.

Since the broad sense heritability estimated from the variation among inbred lines (*H*^2 ^= 0.52) greatly exceeds the narrow sense heritability estimated from response to selection (*h*^2 ^= 0.16), we infer that considerable non-additive genetic variance due to dominance and/or epistasis affects natural variation for this trait. We estimate the additive genetic variance (*V*_*A*_) as *V*_*A *_= *h*^2^*V*_*P *_= 3.74, where *h*^2 ^is the narrow sense heritability from divergent response to artificial selection, averaged over both replicate lines, and *V*_*P *_is the total phenotypic variance for the first 10 generations averaged over all 6 selection lines (*V*_*P *_= 23.58). If only additive genetic variance affected locomotor reactivity, we would predict the total genetic variance among the inbred lines to be 2*FV*_*A *_= 7.48, for an expected *F *= 1 after 20 generations of full sib inbreeding [29]. In contrast, the estimate of the total genetic variance among the inbred lines was *V*_*G *_= 28.14. The difference, therefore, must be due to dominance and/or epistasis.

### Transciptional response to selection for locomotor behavior

We found a large transcriptional response to selection for locomotor reactivity, with changes in expression of nearly 1,800 probe sets (approximately 9.5% of the genome) between the selection lines, using a stringent false discovery rate of 0.001. Previously, we selected replicate lines for increased and decreased copulation latency [25] and increased and decreased aggressive behavior [27]; both sets of selection lines were derived from the same initial heterogeneous base population that was used in this study. We found that the transcript abundance of over 3,700 probe sets evolved as a correlated response to selection for copulation latency [25], and over 1,500 probe sets evolved as a correlated response to selection for divergent aggressive behavior [27]. These results are in contrast to analyses of transcriptional response to selection for geotaxis behavior [23] and aggressive behavior [26], in which approximately 200 genes were inferred to exhibit differences in expression between the selection lines. The discrepancy is likely to be attributable to differences in the base population used to initiate selection. In this study, and others [25,27], the base population was derived from 60 isofemale lines recently collected from nature, while the other studies [23,26] used lines derived from severely restricted genetic bases. Classical quantitative genetics theory shows that the magnitude of direct and correlated responses to selection is directly proportional to the effective population size [41].

The large number of genes exhibiting changes in transcript abundance among replicate selection lines implies that genes affecting complex behaviors are highly pleiotropic: if approximately 10% of the genome affects any one trait, the same genes must affect multiple traits. Thus, genes affecting behavior are also likely to be involved in neurogenesis, metabolism, development and general cellular processes, and many of the same genes may affect multiple behaviors. Indeed, 1,638 probe sets that were significant at a false discovery rate of *Q *< 0.001 were common between the selection lines for locomotor reactivity (this study), aggression [27], and copulation latency [25] that were all initiated from the same base population (Additional data file 6, Figure 6). We assessed whether we observed more common differentially regulated probe sets than expected by chance using χ^2 ^tests. We found 908 probe sets in common between copulation latency and locomotor reactivity (χ_1_^2 ^= 862, *P *<< 0.0001), 474 probe sets in common between aggressive behavior and locomotor reactivity (χ_1_^2 ^= 731, *P *<< 0.0001), and 878 probe sets in common between copulation latency and aggressive behavior (χ_1_^2 ^= 1,076, *P *<< 0.0001). The transcript abundance of 311 genes (Additional data file 7) was altered as a correlated response to selection for all three behaviors (χ_1_^2 ^= 2,736, *P *<< 0.0001).

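Genes of detoxification were among the probe sets that the paper lists as common to the 3 behaviors. Of the 311 probe sets of Additional data file 7, 307 were tested here, and 114 rose in H against L lines, 92 fell and 101 did not pass at an adjusted p under 0.05 from limma. They included 13 cytochrome P450 genes, of which 9 rose and 3 fell, 7 glutathione S transferase genes, of which 4 rose and 1 fell, and 5 UDP-glycosyltransferase genes, all 5 of which rose. Of 6 digestive protease and glycosidase genes 2 rose and 3 fell, and on the log2 scale the serine protease genes Jon65Aii and Jon99Fi fell by 1.43 (SE 0.18) and by 1.20 (SE 0.17). Cpr72Ec, CG4962, CG14642 and CG10725 were among those that rose, and CG6283, CG2772, CG3397 and Cbl among those that fell. A line effect at an adjusted p under 0.001 was called for 154 of the 307 (50.2%), and 295 (96.1%) reached an adjusted p under 0.05. The study chose these probe sets in part on the samples measured here, so the counts are not independent evidence, and the lines selected for the other behaviors are not analysed here.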

**Figure 6:**
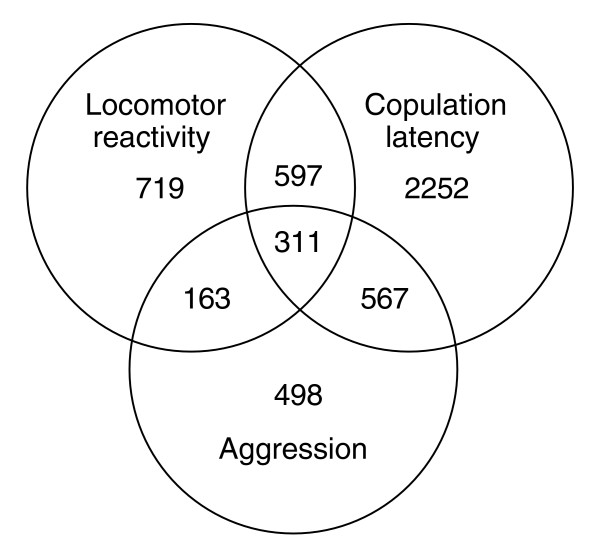
Numbers of probe sets that were significantly (*Q *< 0.001) differentially expressed between replicate selection lines selected for locomotor reactivity, copulation latency, and aggressive behavior. All selection lines were derived from the same base population.

The magnitude of the overlapping correlated transcriptional responses to selection for three different behaviors is astonishing. However, the patterns of the transcriptional responses to selection for the three behaviors were not correlated. We computed the correlations of the difference in mean expression between the H and L selection lines (or fast and slow lines for the case of mating behavior) for common probe sets that had significant H ≠ L contrast statements for all pairwise combinations of behaviors. The data set consisted of 655 probe sets for the comparison of copulation latency and locomotor reactivity, 580 probe sets for the comparison of mating and aggressive behavior, and 270 probe sets for the comparison of locomotion and aggressive behavior. The correlations of the mean difference in expression between H and L lines were: *r *= 0.059 ± 0.060 between mating and locomotor behavior; *r *= 0.025 ± 0.012 between mating and aggressive behavior; and *r *= 0.034 ± 0.081 between aggressive and locomotor behavior (Figure 7). Similarly, there is no association between the four categories of patterns of transcriptional response to selection for the 311 genes in common to all three behaviors (data not shown). Thus, it is not likely that the common probe sets are associated with the locomotor component of the behaviors, or with the reductions in fitness that typically occur as an unwanted side-effect of response to artificial selection, since in these cases one would expect correlated patterns of expression differences between selection lines. However, both the specific phenotypic responses to selection for the three behaviors [25,27] (this study) and the lack of correlation of patterns of transcript abundance of common co-regulated genes suggest that multiple alleles at pleiotropic genes with independent effects on different behaviors segregate in natural populations. This inference is bolstered by a recent observation that independent molecular polymorphisms at *Catecholamines up *are associated with locomotor behavior, longevity and sensory bristle number in *Drosophila *[12].

**Figure 7:**
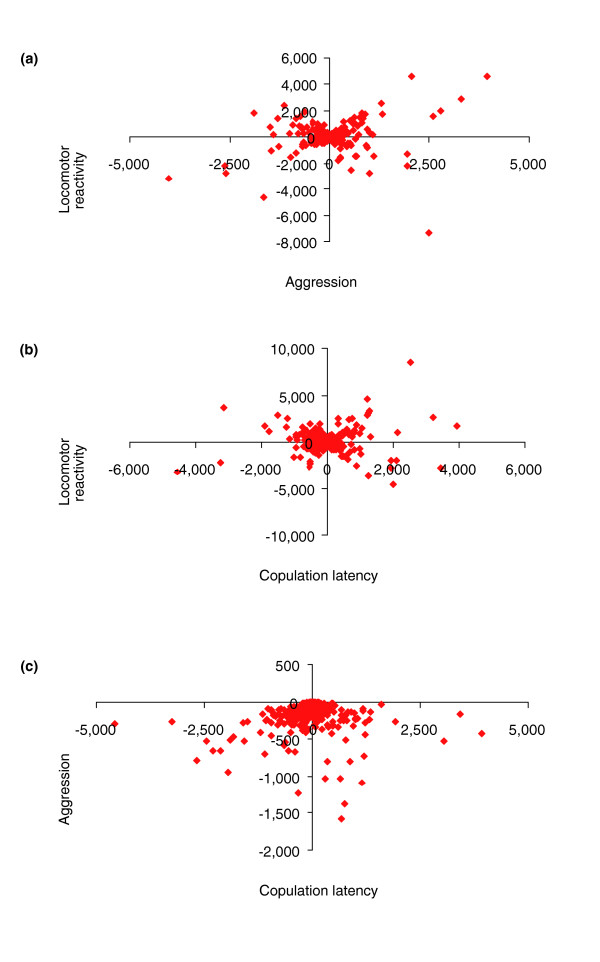
Correlations of the mean H - L difference in expression (x- and y-axes) for significant probe sets in common between two behaviors. Only probe sets that had significant contrast statements (*P *< 0.05, pooled across sexes) of H ≠ L for locomotion and aggression, and F ≠ S for copulation latency are represented. **(a) **Locomotor reactivity and aggression; **(b) **locomotor reactivity and copulation latency; **(c) **aggression and copulation latency.

The probe sets with altered transcriptional responses to selection that were in common to at least two behaviors were enriched for genes in the *cytochrome P-450 *and *Glutathione S tranferase *gene families, genes affecting lipid metabolism, genes encoding immune/defense molecules, and genes affecting circadian rhythm and sleep (data not shown). Pleiotropic effects of genes affecting circadian rhythm, cytochrome P450s and glutathione S transferases on multiple behaviors in *Drosophila *have been implicated by other studies. Expression levels of *Pigment dispersing factor *and *cryptochrome*, both of which affect circadian rhythm, were up-regulated in lines selected for positive geotaxis, and confirmed to affect geotaxis behavior in functional tests [23]. Similarly, one member of the cytochrome P450 gene family was recently shown to affect aggressive behavior [26], and another member of this family was down-regulated in lines derived from nature with high male reproductive success [42]. The expression of many cytochrome P450 family members was altered in mated relative to virgin females [43]. Glutathione transferase genes are thought to be involved in resistance to oxidative stress [44]. Glutathione transferase genes were also over-represented in a whole genome expression study comparing natural lines with high and low levels of male reproductive success [42]. Two of these genes, *GstE5 *and *GstE1*, were among those that were differentially expressed between lines selected for locomotor behavior (this study), aggressive behavior [27] and mating behavior [25]. 

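In the locomotor lines, GstE5 and GstE1 were both higher in H than in L. The Signal of GstE5 was 822 ± 159 in H, 699 ± 131 in C and 377 ± 111 in L lines (SD, n = 8 arrays), a log2 difference of H and L of 1.15 (SE 0.08, adjusted p = 3.67e-07) from limma. GstE1 was at 2109 ± 541 in H, 1204 ± 295 in C and 1331 ± 395 in L, a log2 difference of 0.68 (SE 0.08, adjusted p = 7.76e-05). For GstE5 the adjusted p of the line effect was 2.93e-06 and for GstE1 5.49e-05. Both High line means lay above both Low line means in each sex for both genes. Whether other members of the family bind the same probes was not examined.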

Functional evidence linking glutathione transferase activity to locomotor behavior comes from the observation that the locomotor defect of *Drosophila parkin *mutants is enhanced by loss-of-function mutants of *GstS1 *and reduced when *GstS1 *is over-expressed [45].

The transcriptional response to selection that we observed is attributable to genes that have causally responded to selection, and genes that are co-regulated by these genes. Since the transcriptional response to single mutations with subtle phenotypic effects can involve over 100 co-regulated genes [46], the number of selected loci causing the changes in transcript abundance between the selection lines could be rather large. It will be necessary to map the QTL causing divergence between the H and L lines in order to elucidate causal versus consequential transcriptional responses and correlated responses to selection.

### Candidate genes for locomotor behavior

Regardless of whether or not the observed changes in gene expression are causally associated with genetic divergence in locomotor behavior between the selection lines, the genes exhibiting altered expression levels are candidate genes affecting locomotor behavior. We quantified locomotor reactivity for ten mutations in candidate genes that were generated in a common co-isogenic background, and identified seven genes with mutational effects on locomotor reactivity, six of which are significant using a conservative Bonferroni correction for multiple tests. Locomotor defects have been described previously for mutations of four of these genes. *muscleblind *encodes a protein with a zinc-finger domain involved in muscle development, and mutants are paralytic [36]. The mutant allele of *muscleblind *that had reduced locomotor reactivity in this study was also associated with increased aggressive behavior [27], consistent with the above inference regarding non-directional allelic effects of pleiotropic genes on behavioral traits. *Cysteine string protein *is involved in stress response and neurotransmitter secretion, and mutants are sluggish and hypoactive [38]. *nebbish *is involved in mitotic chromosome segregation, and mutants in this gene have been characterized as not well coordinated [39]. *Amphiphysin*, which did not surpass the conservative estimate of significance, but is formally significant at the *P *< 0.05 significance level, is involved in neurotransmitter secretion and regulation of muscle contraction, and mutants have been shown to be flightless and hypoactive [37]. The remaining three genes, *CG10990*, *CG33523*, and *ken and barbie *are novel genes affecting locomotor behavior. *CG10990 *and *CG33523 *are computationally predicted genes with unknown functions, and *ken and barbie *is involved in copulation and insemination [47].

The success of these functional tests validates using expression profiling on genetically divergent lines in directed mutagenesis screens to identify genes affecting complex traits. This strategy is complementary to traditional strategies and cannot supplant them, since many key genes will not be detected as differentially expressed. Specifically, we will not detect genes that are differentially expressed at a different developmental period or if the magnitude of the difference in transcript abundance is too small to be detected, or genes affecting the trait that are not regulated at the level of transcription. Of the 82 genes with known effects on some aspect of locomotor behavior, 20 were not present on the microarray, and eight did not give a statistically significant signal (that is, were called absent). 

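Among the genes with known effects on locomotor behavior, Clk (Clock), a transcription factor of the circadian clock, and tutl (turtle), an immunoglobulin-domain protein of the nervous system, had a line effect at an adjusted p under 0.001 from limma. Clk had a Signal of 589 ± 338 in H, 392 ± 159.9 in C and 418 ± 157 in L lines (SD, n = 8 arrays), and was higher in H than in L by a log2 difference of 0.38 (SE 0.05, adjusted p = 0.000149). The calcium channel gene cac (cacophony) was higher in H than in L by 0.29 (SE 0.06, adjusted p = 0.00452), and cyc (cycle), the partner of Clock, was lower by -0.23 (SE 0.07, adjusted p = 0.0363). For Sh (Shaker), a potassium channel, the probe set with the P that Additional data file 8 gives was higher in H than in L by 0.30 (adjusted p = 0.0212), while that of highest mean Signal, used in the counts, did not pass, at 0.17 (SE 0.07). For tim (timeless) neither did, at 0.10 (adjusted p = 0.67) and 0.14 (SE 0.09). Differences of H and L did not pass for Trf (TBP-related factor) at -0.15 (SE 0.08) and dco (discs overgrown) at -0.07 (SE 0.05). Between C and L lines, by the probe sets of highest mean Signal, Sh was higher in C by 0.34 (SE 0.07, adjusted p = 0.00474) and tim by 0.42 (SE 0.09, adjusted p = 0.00803). Of the 53 genes read from Additional data file 8, 38 were tested here, and 2 had a line effect at an adjusted p under 0.001 and 13 under 0.05. Of all 11,439 probe sets tested, 544 (4.76%) and 3,210 reached these thresholds, and the shares were not compared with a test. The 9 genes tested among those that the paper places below its threshold, on these same samples, had adjusted p values of the line effect from 1.84e-06 to 0.0372, and the other 4 are not analysed here. In this range Sh and tim stand with probe sets other than those with the P of Additional data file 8, whose adjusted p was 0.00463 and 0.0158. Without High line 1, the difference of H and L in Clk was -0.06 (adjusted p = 0.611).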

Of the 54 remaining genes, 16 were statistically differentially expressed between the selection lines at nominally significant *P *values that did not meet our conservative false discovery rate criterion, and 13 genes (*cacophony*, *Drop*, *homer*, *Shaker*, *TBP-related factor*,*turtle*, *Casein kinase IIα*, *Clock*, *cycle*, *discs overgrown*, *cAMP-dependent protein kinase1*, *shaggy *and *timeless*) were differentially expressed at *Q *< 0.001 (Additional data file 8). We identified 13 positional candidate genes affecting locomotor reactivity in our previous QTL mapping study [1]. Of these genes, only *Drop *and *turtle *showed significant differences in transcript abundance between the selected lines. These results highlight the utility of applying multiple complementary approaches to understand the genetic basis of complex traits.

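Dr (Drop), a homeobox transcription factor, had a Signal of 315 ± 121 in H, 269 ± 74.4 in C and 224 ± 49.3 in L lines (SD, n = 8 arrays). It was higher in H than in L by a log2 difference of 0.43 (SE 0.08, adjusted p = 0.00205) from limma, at 0.19 (SE 0.11) in females and 0.68 (SE 0.11) in males, and its line effect had an adjusted p of 0.00477. Transcripts of tutl were most abundant in the C lines, at 256 ± 43.7, against 122 ± 23.8 in H and 152 ± 51.8 in L. The log2 difference of H and C was -1.08 (SE 0.12, adjusted p = 4.96e-05), that of C and L was 0.81 (SE 0.12, adjusted p = 0.000509), and that of H and L, -0.27 (SE 0.12, adjusted p = 0.14), did not pass.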

Many of the genes with mutational effects on locomotor behavior are evolutionarily conserved and have human orthologs (Table 2). For example, *muscleblind *is orthologous to *Muscleblind-like Protein 1*, which encodes a triplet repeat expansion, similar to the one that causes muscular dystrophy [48]. It is thus possible that the genes and pathways affecting locomotion in *Drosophila *will elucidate corresponding mechanisms in other organisms, including humans.

## Materials and methods

### *Drosophila *stocks

Flies were reared on cornmeal/molasses/agar medium under standard culture conditions (25°C, 12:12 h light/dark cycle). Behavioral assays were conducted in a behavioral chamber (25°C, 75% humidity) between 8 am and 12 pm (2-6 h after lights on).

### Locomotor reactivity assay

Locomotor reactivity was assessed as described previously [1,12]. Briefly, we placed single 3-7 day old adult flies, collected under CO_2 _exposure, into vials containing 5 ml of standard cornmeal/agar/molasses media, and left them overnight to acclimate to their new environment. To quantify locomotor reactivity, we subjected each fly to a mechanical disturbance by tapping the vial twice against a table, and recorded the amount of time the fly is active in the 45 seconds immediately following the disturbance using a stopwatch to record movement, while a timer counts down the 45 s assay period. The measure of locomotor reactivity is a score ranging from 0 s to 45 s, denoting the total amount of activity during the assay period.

### Natural genetic variation in locomotor reactivity

Isofemale lines were established from wild-type gravid females collected at the Raleigh, NC Farmer's Market in 2003. The lines were inbred by 20 generations of full-sib inbreeding to create 340 inbred lines. Locomotor reactivity for each of the inbred lines was measured by randomly assigning the lines into blocks of approximately 25 lines; each block was tested over a 2 week period. We obtained 2 replicate measurements (*N *= 20 males and 20 females per replicate) for each inbred line. The replicates for each line were assessed on different days.

### Quantitative genetic analysis

Mixed model factorial analysis of variance (ANOVA) was used to partition variance in locomotor activity among the inbred lines, according to the model:

*Y *= μ + *Block *+ *Sex *+ *Line*(*Block*) + *Sex× Line*(*Block*) + *Rep*(*Line× Sex× Block*) + *E*

where μ is the overall mean, *B *is the random effect of block, *S *is the fixed main effect of sex, *Line*(*Block*) is the random main effect of line within each block, *Sex *× *Line*(*Block*) is the random effect of the sex by line interaction within each block, *Rep*(*Line *× *Sex *× *Block*) is the random effect of replicate, and *E *is the within-vial variance. Parentheses indicate nested effects. The total genotypic variance among lines was estimated as:

*σ*_*G*_^2 ^= *σ*_*L*(*B*)_^2 ^+ *σ*_*LS*(*B*)_^2^

where *σ*_*L*(*B*)_^2 ^is the among-line variance component and *σ*_*LS*(*B*)_^2 ^is the variance attributable to the *L *×*S *interaction. The total phenotypic variance was estimated as:

*σ*_*P*_^2 ^= *σ*_*G*_^2 ^+ *σ*_*E*_^2^

where *σ*_*E*_^2 ^is the environmental variance component. We estimated broad sense heritabilities as:

*H*^2 ^= *σ*_*G*_^2^/*σ*_*P*_^2^

We also ran reduced analyses for each sex separately. The genetic correlation (*r*_*GS*_) across sexes was calculated as:

*r*_*GS *_= *σ*^2^_*L*_/(*σ*_*LM*_*σ*_*LF*_)

where *σ*^2^_*L *_is the among-line variance component from the analysis pooled across both sexes, and *σ*_*LM *_and *σ*_*LF *_are the square roots of the among-line variance components from the analyses of each sex separately. All statistical analyses were performed using SAS procedures (SAS Institute, Cary, NC, USA).

### Artificial selection for locomotor reactivity

The base population was generated from 60 isofemale lines established from flies collected in Raleigh, NC in 1999. The isofemale lines were crossed in a round robin design (line 1 ♀ × line 2 ♂, line 2 ♀ × line 3 ♂, line 60 ♀ × line 1 ♂). Single fertilized females from each cross were placed in each of two culture bottles. The two initial bottles were split into three replicate bottles each that were arbitrarily assigned into H, L, and C groups. The six bottles were maintained by random mating for four generations to allow initial linkage disequilibrium to decay. After four generations of random mating, the following generation (G1) and all subsequent generations repeated the same procedure: 50 virgin females and males were scored from each line (H, L, and C), and the 20 most active males and females from the H lines and the 20 least active males and females from the L lines were selected as parents for the next generation. The first 20 males and females scored from the C lines were used as the C line parents. Selection was continued for 25 generations.

Estimates of realized heritability (*h*^2^) were calculated by regression of the cumulative selection response (Σ*R*) on the cumulative selection differential (Σ*S*) [29].

### Correlated responses to selection

Starvation resistance was assessed as previously described [49]. Single sex groups of ten two-day-old flies were placed in vials containing non-nutritive medium (1.5% agar and 5 ml water). Survival was scored every 8 h until all flies were dead. This assay was conducted for generations 23-25, with five replicate measurements per line per sex per generation.

Chill-coma recovery was quantified as previously described [50]. We transferred 25 3- to 7-day-old flies per line per sex per generation without anesthesia into an empty vial and placed them on ice for 3 h. The flies were then transferred to room temperature, and the recovery time was recorded as the length of time necessary for an individual to right itself and stand on its legs. The assay was performed at generations 23-25.

Ethanol sensitivity was measured using an inebriometer [51]. We aspirated 50-60 same-sex flies per line per generation into a glass column with mesh partitions, which was filled with saturated ethanol vapors. The flies lose postural control due to ethanol exposure and fall down the partitions to the bottom of the column, where they were collected at one minute intervals. The elution time was recorded as the measure of ethanol sensitivity. This assay was conducted for generations 23-25.

Copulation latency was scored as previously described [25]. For each selection line per generation, 20 pairs of 3- to 7-day-old virgin flies were aspirated into vials containing approximately 3 ml standard culture medium. The score recorded for a pair was the number of minutes from introduction to the vial until initiation of copulation. Assays were performed at generations 23-25.

Locomotor senescence was measured at generation 25. Approximately 200 2- to 4-day-old same-sex flies from each line were placed in separate bottles. The flies were transferred to fresh bottles every 2-3 days, and each week (on days 14, 21, 28, 35, 42, 49, and 56), 25 flies of each line and sex were scored for locomotor reactivity.

### Statistical analysis of correlated responses

Differences between the selection lines for the correlated traits were assessed using a nested mixed model analysis of variance (ANOVA):

*Y *= *μ *+ *Selection *+ *Line*(*Selection*) + *Sex *+ *Gen *+ *Selection*×*Sex *+ *Selection*×*Gen *+ *Line*(*Selection*)×*Sex *+ *Line*(*Selection*)×*Gen *+ *Sex*×*Gen *+ *Selection*×*Sex*×*Gen *+ *Line*(*Selection*)×*Sex*×*Gen *+ *ε*

where *Y *is the phenotypic score, *μ *is the overall mean, *Selection *is the fixed effect of the selection treatment (high activity, control, or low activity), *Line*(*Selection*) is the random effect of the replicate within each selection group, *Sex *is the fixed effect of sex, *Gen *is the fixed effect of generation, and *ε *is the error variance. A significant *Selection *term is indicative of a correlated response in the trait being tested to selection for locomotor behavior. Behavioral locomotor senescence was analyzed in the same manner, with the replacement of the *Week *term instead of *Gen *term.

### Whole genome expression profiling

At generation 25, two replicates of 12 3- to 7-day-old virgin males and females were collected from each selection line, at the same time of day that the behavioral assays were performed. Total RNA was extracted from the 24 samples (6 lines × 2 sexes × 2 replicates) using the Trizol reagent (Gibco BRL, Gaithersburg, MD, USA). Biotinylated cRNA probes were hybridized to high density *Drosophila *GeneChip 2.0 oligonucleotide microarrays (Affymetrix, Inc., Santa Clara, CA, USA)) and visualized with a streptavidin-phycoerythrin conjugate, as described in the Affymetrix GeneChip Expression Analysis Technical Manual (2000), using internal references for quantification. The quantitative estimate of expression of each probe set is the *Signal *(*Sig*) metric, as described in the Affymetrix Microarray Suite, Version 5.0.

### Microarray data analysis

The 18,800 probe sets on the Affymetrix *Drosophila *GeneChip 2.0 are represented by 14 perfect-match (PM) and 14 mismatch (MM) pairs. The *Sig *metric is computed using the weighted log(PM - MM) intensity for each probe set, and was scaled to a median intensity of 500. A detection call of present, absent, or marginal is also reported for each probe set. We excluded probe sets with more than half of the samples called absent from the analysis, leaving 11,656 probe sets. This filter retained sex-specific transcripts but eliminated probe sets with very low and/or variable expression levels [25]. On the remaining probe sets, we conducted two-way fixed effect ANOVAs of the Signal metric, using the following model:

*Y *= *μ *+ *Line *+ *Sex *+ *Line*×*Sex *+ *ε*

where *Sex *and *Line *are the fixed effects of sex and selection line and *ε *is the variance between replicate arrays. We corrected the *P-*values computed in these ANOVAs for multiple tests using a stringent false-discovery rate criterion [33] of *Q *< 0.001. We used contrast statements [25,27] to assess whether expression levels of probe sets with *L *and/or *S *× *L *terms at or below the *Q *= 0.001 threshold were significantly different between selection groups (H, C, and L) at the *P *< 0.05 level, both within each sex and pooled across sexes. GO categories were annotated using DAVID [52] (Table 1) and Affymetrix [53] and FlyBase [54] compilations (Additional data files 4 and 5).

### Functional tests of mutations in candidate genes

We tested whether mutations in ten of the candidate genes with altered transcript abundance between the selection lines affected locomotor behavior. The mutations were homozygous *P{GT1} *elements inserted within the candidate genes, and all were generated in a common co-isogenic background (Canton S, B background) [35]. Locomotor reactivity was assessed for all mutant lines using the same assay as the selection lines, but using a 30 s assay period. The ten mutant lines were tested in two blocks, with ten flies/sex/line/block. We also assessed 20 flies per sex of the co-isogenic control line (B) in each block. We used the following ANOVA model to determine whether the locomotor reactivity of the mutant lines differed significantly from the control:

*Y *= *μ *+ *Line *+ *Sex *+ *Block *+ *Line*×*Sex *+ *Line*×*Block *+ *Block*×*Sex *+ *Line*×*Sex*×*Block *+ *ε*

where *Y *is the phenotypic score, *μ *is the overall mean, *Line *is the fixed effect of the genotype (mutant or control), *Block *is the random effect of the replicate, *Sex *is the fixed effect of sex, *Line*×*Sex *(fixed), *Line*×*Block *(random), *Block*×*Sex *(random), and *Line*×*Sex*×*Block *(block) are the interaction terms, and *ε *is the variance within lines. A significant *Line *term suggests that the mutant is significantly different from the control.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file [Supplementary-material S1] contains raw microarray data. Additional data file 2 gives *P *and *Q *values for all probe sets with significant (*Q *< 0.001) expression differences between selection lines. Additional data file 3 gives *P *values of significant contrasts of mean expression differences between selection lines. Additional data file 4 gives GO categories of differentially expressed genes. Additional data file 5 shows the GO categories that are over-represented by differentially expressed genes. Additional data file 6 lists probe sets common to multiple behaviors. Additional data file 7 gives *P *values of significant contrasts for probe sets that are differentially expressed between lines independently selected for locomotor, aggressive and mating behavior. Additional data file 8 shows known genes affecting locomotor behavior.

## Abbreviations

ANOVA = Analysis of Variance; C line = control selection line; GO = Gene Ontology; H line = high selection line; L line = low selection line; QTL = quantitative trait locus.

## Authors' contributions

KWJ and TFCM designed the experiment, KWJ conducted the selection experiment and assays, MAC extracted and labeled RNA for the microarray experiment, AY carried out the functional tests to putative candidate genes, TJM performed the statistical analysis of the microarray data, and KWJ and TFCM wrote the paper.

## Supplementary Material

Additional data file 1 Raw microarray data. Click here for file

Additional data file 2 *P *and *Q *values for all probe sets with significant (*Q *< 0.001) expression differences between selection lines. Click here for file

Additional data file 3 *P *values of significant contrasts of mean expression differences between selection lines. Click here for file

Additional data file 4 GO categories of differentially expressed genes. Click here for file

Additional data file 5 GO categories that are over-represented by differentially expressed genes. Click here for file

Additional data file 6 Probe sets common to multiple behaviors. Click here for file

Additional data file 7 *P *values of significant contrasts for probe sets that are differentially expressed between lines independently selected for locomotor, aggressive and mating behavior. Click here for file

Additional data file 8 Known genes affecting locomotor behavior. Click here for file

# Supplementary material for: Quantitative genomics of locomotor behavior in Drosophila melanogaster
**Source:** Genome Biol. 2007 Aug 21;8(8):R172. doi: 10.1186/gb-2007-8-8-r172
**Supplement:** Additional data file 8 — Known genes affecting locomotor behavior.

**Table S8. Genes Affecting Locomotor Behavior**

***P*<0.05; *P*<0.05;**

**Function/*Gene* *P*>0.05 *Q*>0.001 *Q*<0.001**

**Adult Locomotion**

*Aconitase* 5.93  102

*Actinin*  6.09  101

*bendless*  1.28  101

*beethoven* 9.47  101

*C141*

*C31*

*cacophony* 6.60  104

*calcium dependent kinase* 2.38  102

*Catsup* 5.87  102

*central complex*

*Crippled A*

*crooked legs* 2.13  103

*Dopa decarboxylase* 2.60  102

*Deadpan*

*Drop* 1.61 104

*derailed*  6.61  101

*ether a gogo*

*ellipsoid body open*

*eyeless*

*flightless 1* 7.99  101

*giant fiber A*

*highwire* 2.57  101

*Hyperkinetic* 2.24  102

*homer*  7.68  104

*hitzschlag*

*Hypoactive A*

*Hypoactive C*

*inactive*

*Lim3* 8.76  102

*narrow abdomen*

*neither inactivation nor afterpotential E* 1.43  101

*no bridge*

*no receptor potential A*  1.92  101

*ocelliless* 3.88  101

*overheated*

*P-25*

*pale*

*reduced eye*

*Sema 2A* 4.32  102

*Shaker* 8.01 104

*shuttlecraft* 7.14  102

*single minded* 1.61  101

*Sphingosine kinase 2* 2.36  102

*slow receptor potential*

*stoned A*

*tan*

*TBP related factor* 3.56  104

*thickened aristae*

***P*<0.05; *P*<0.05;**

**Function/*Gene* *P*>0.05 *Q*>0.001 *Q*<0.001**

**Adult Locomotion**

*turtle* 2.36  105

*uncoordinated like*

**Locomotor Rhythm**

*Beadex* 5.32  102

*Casein kinase subunit II α*  1.09  103

*Clock* 6.48  1010

*CrebB*

*cycle*  4.10  104

*discs overgrown* 1.16  103

*disconnected* 5.46  101

*dunce* 7.75  101

*ebony* 1.16  101

*Fmr1* 5.09  103

*lark* 2.75  102

*Neurofibromin 1* 2.50  102

*Open rectifier K+ channel 1* 5.13  101

*Pigment dispersing factor* 8.46  101

*period* 3.82  102

*cAMP dependent protein kinase-1*  3.39  109

*cAMP dependent protein kinase-R2* 1.24  101

*shaggy* 3.32  105

*supernumerary limbs*  3.76  102

*timeless* 1.49  103

*vrille* 1.01  102

**Larval Locomotion**

*Adh transcription factor 1* 2.25  101

*Chaser*

*draper* 2.49  103

*Ecdysone Receptor* 1.55  101

*foraging* 4.73  102

*Glutamic acid decarboxylase 1* 3.61  103

*neuropeptide F* 5.07  102

*pickpocket*

*scribbler* 5.87  103

*slowmo* 6.45  102

*synaptotagmin*

Genes in red font were not present on the array, and genes in blue font were called Absent. Entries in the table are *P*-values from tests of significance of expression differences between the selection lines.

How the deposited data were processed for this re-analysis (not part of the article)

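Whole-fly RNA of 24 samples was measured, 1 sample per array: 3 selection groups (High, Low and Control), 2 replicate lines per group, both sexes and 2 replicate samples of 12 virgin flies per line and sex, at generation 25. The value table holds the authors' deposited Signal intensity of 18,769 probe sets per array on a linear scale. The authors computed the Signal metric of MAS5 (Affymetrix Microarray Suite, version 5.0, in the methods) from perfect-match and mismatch probes of the Affymetrix Drosophila GeneChip 2.0, and scaled each array. A genome build is not given in the sources used here. Each of the 24 columns was matched to its sample by name, and 0 columns of the table were left unused. On the 17 arrays whose Signal was read from Additional data file 1, each column matched its own label and no other. The group means listed in Additional data files 3 and 7 matched those of the value table within 1% for all 1,790 and all 311 probe sets.

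From there, log2(Signal) was computed with no further scaling, and probe sets with a median Signal of at least 75 over the 24 arrays were tested, 11,439 in all. limma (lmFit and eBayes) was fitted to the 12 means of line and sex, with 12 residual degrees of freedom. The line effect is a moderated F over the 6 lines averaged over the sexes, and line, sex and interaction were called at a Benjamini-Hochberg adjusted p under 0.001, the threshold of the paper. The contrasts of H and L, H and C, and C and L, averaged over the sexes, and the difference of H and L between the sexes were called at an adjusted p under 0.05. The 4 categories were assigned to line effect calls with at least 1 contrast at an unadjusted p under 0.05, by a rule read from Additional data file 3, which fits 1,787 of its 1,790 probe sets. The 2 samples of a line and sex are separate samples of flies of the same line, so the p-values measure the spread between samples within these lines.

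Probe sets were named from the annotation of the array platform: 13,646 had 1 gene symbol, 402 had several and 4,721 had none here. Of the probe sets tested, 10,181 had 1 symbol, and these stood for 9,470 genes. A gene counted once in gene list tests, by its probe set of highest mean Signal, and probe sets with several symbols were left out. The 23 gene lists, the tests of the paper's results and the alternatives were fixed before the data were examined. Patterns and memberships of a few lists were then corrected against the annotation, before gene values were looked at, and a list of transposons was left out because too few of its members could be named. The paper's text names several of the lists as over-represented in these samples, so those are not independent of it. Over-representation among line effect calls was tested with Fisher's exact test, two-sided, and direction with camera of limma at its preset correlation of 0.01 and again with an estimated correlation, each adjusted over the 23 lists.

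The genes named are the 10 candidate genes with P-element mutations, the known locomotor genes that the paper places below its threshold, GstE1 and GstE5, and the 10 genes with the largest rise and the 10 with the largest fall among those with a line effect, a call between H and L and both High line means on the same side of both Low line means in each sex. Added to these are up to 4 members of each list with the smallest p between H and L, the 3 smallest p of the categories highest and lowest in C, the 5 smallest p of the interaction and of the difference between the sexes, and the yolk protein and Acp genes as a check of the labels. The paper's values for many of these genes had been seen in its tables.

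The alternatives were the methods' factorial analysis of the linear Signal, log2(Signal + 50), quantile normalization, median centring within each sex, a median Signal of at least 50 or 150, no filter, the replicate number as a block, line as a random block, line means with and without the line number as a block, other thresholds, a Storey q, the order of the group means, over-representation among H and L calls, and leaving out each of the 24 arrays and each of the 6 lines. In a single simulation of 24 arrays and 11,439 probe sets, 66 of 100 probe sets changed 1.5-fold between High and Low and 88 of 100 changed 2-fold were called between H and L, with 7 false calls, and 24 and 69 were called for the line effect, with 0 false calls. As a single run these shares are imprecise. The simulated lines of a group did not differ, so the false calls leave out those that differences between lines would give. Of Additional data file 1, 1,422 of 18,769 probe sets were read, and of Additional data file 2, 849 of 1,825, so no overlap was tested on them. Lines selected for other behaviors and the P-element mutants are not analysed here. R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1 were used.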

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

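The tests of this part were written down before their results were seen. A single array lay far from the other 3 of its group and sex in 21 of 510 groups of 4 arrays (4.12%), those of 84 named genes and of the median Signal of the arrays. Chance gives about 1 in 20 where the 4 arrays are alike, which arrays of different lines need not be. The measure is the gap to the nearest other array divided by the range of the group. Among the genes with the largest changes it was 0.894 for Cpr72Ec in High line 2 male replicate 1 (Signal 1717, against a mean of 897 in the other 3), 0.881 for Cpr72Ec in Control line 2 male replicate 1, 0.839 for CG10725 in Low line 2 male replicate 1, 0.842 for CG13947 in Low line 1 female replicate 2, 0.941 for CG18179 in Low line 1 male replicate 2 (Signal 294, against a mean of 971 in the other 3) and 0.858 for CG6283 in Control line 1 male replicate 1. Among genes of the lists it was 0.869 for Ugt37A2 in Low line 2 female replicate 2, 0.881 for Ugt303B1 in Control line 1 male replicate 2, 0.908 for Ugt303B1 in Low line 2 male replicate 2, 0.942 for PGRP-LB in High line 2 male replicate 1, 0.830 for PGRP-LB in Low line 2 male replicate 2, 0.968 for timeout in High line 1 male replicate 2, 0.880 for Jon66Ci in High line 2 male replicate 1 and 0.850 for PolD2 in Control line 2 male replicate 1. Among candidate and known locomotor genes it was 0.881 for cac in Control line 1 male replicate 2, 0.923 for mbl in Control line 1 female replicate 2, 0.857 for CG31145 in High line 2 male replicate 2, 0.862 for Csp in Control line 1 female replicate 2 and 0.959 for tutl in Low line 2 male replicate 2. For CG3823 it was 0.870 in High line 2 female replicate 1 and 0.969 in Control line 1 male replicate 2.

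The difference of H and L differed between the sexes for 63 probe sets at an adjusted p under 0.05 from limma, 43 of them with the higher value in males and 20 in females. The number rests on single arrays: it was 11 without Low line 2 male replicate 2, 164 without High line 1 female replicate 1 and between these without any other array or line, and the methods' factorial analysis of the linear Signal gave 616. Males minus females, it was 3.10 for Obp99a, 3.08 for CG12470, 2.69 for CG6927, 1.06 for GstD9 and 0.75 for RfC3, and it was -1.77 for dpr17 and -1.03 for CG3823. In Obp99a, CG6927, RfC3 and CG3823 the differences of H and L had opposite signs in the sexes, with -2.61 in females and 0.48 in males for Obp99a, -0.48 and 2.22 for CG6927, -0.59 and 0.17 for RfC3 and 0.39 and -0.64 for CG3823, and in CG12470 they were -3.05 in females and 0.03 in males.

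The DNA replication list, to which RfC3 belongs, had a median log2 difference of H and L of -0.51 in females and 0.06 in males. A smaller share of ovary RNA in High females is a candidate explanation: the difference between the sexes set the list apart from other genes (p = 0.00779 from camera with an estimated correlation, not passing over the 23 lists at an adjusted p = 0.179 with an estimated correlation), the ovary and egg shell list had a median of -0.35 in females and 0.05 in males, and the tenth of probe sets most biased to females had -0.27 and 0.02. In females the medians of the DNA replication list for the 4 pairs of a High and a Low line were -0.59, -0.91, -0.13 and -0.39, and those of the ovary list -0.47, -0.80, -0.05 and -0.31, so the difference was smallest between High line 2 and Low line 1. Ovaries were not measured, and a change of these genes within the ovary or a difference between the lines by drift stays open, as untested.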

How the results depend on the processing

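All alternatives of this part were chosen before the results they test. The sex effect kept its call number within 1.5 times under every alternative run. Leaving out any 1 of 24 arrays or 6 lines gave 273 to 475 line effect calls, 2 to 12 interaction calls, 268 to 466 probe sets in the 4 categories (89 to 172, 77 to 138, 61 to 106 and 35 to 69), 66.7% to 77.9% under 2-fold, 36.5% to 50.3% with intermediate C lines, 2 to 7 over-represented lists, 0 to 4 candidate genes, 1 to 3 known genes and 90 to 138 probe sets common to the 3 behaviors. It gave 997 to 1,869 H and L calls (532 to 920 higher and 465 to 956 lower in H), 931 to 1,797 C and L calls, 11 to 164 for H and L by sex and 3 to 11 lists with a direction. With fewer arrays a remaining sample or line stands for its group and is assumed to vary like the others.

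The methods' factorial analysis of the linear Signal gave 27 interaction calls, 940 probe sets higher and 1,492 lower in H than in L against 898 and 903, 616 for H and L by sex, and -107 Signal units for CG6927. With log2(Signal + 50) there were 849 line effect calls, 12 interaction calls, 829 in the categories (302 higher in H, 242 lower in H and 112 lowest in C), 130 for H and L by sex, and -0.0506 for CG6927. Quantile normalization gave 2 interaction calls, and a median Signal of at least 150 gave 8, with 84.5% under 2-fold. With no filter there were 295 line effect calls, 3 interaction calls, 289 in the categories (112, 86, 57 and 34), 67.6% under 2-fold, 48.5% intermediate, 2 over-represented lists, 0 of 10 candidate genes with a line effect in limma (10 of 10 at an unadjusted p under 0.05), 94 common probe sets and 32 for H and L by sex. The cause was not tested for these settings.

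With line as a random block, limma called 398 between H and L (216 higher, 182 lower), 183 between H and C, 252 between C and L and 22 for H and L by sex. On line means it called 0 for each of these 4 contrasts, with up to 1,100 at an unadjusted p under 0.05, and 0 with the line number as a block, with up to 1,162. Thresholds moved the counts by construction: line effect calls were 1,515 at an adjusted p under 0.01, 3,210 under 0.05 and 977 at a Storey q under 0.001, interaction calls were 18, 97 and 10, and at an adjusted p under 0.001 there were 390 calls between H and L, 204 between H and C and 248 between C and L. The order of the means put 96 probe sets in the category lower in H, 180 in that highest in C and 129 in that lowest in C. The replicate numbers do not pair the samples (median correlation of deviations -0.01 over 66 pairs of cells, -0.26 to 0.26), and the replicate block gave 456 line effect calls, 5 interaction calls, 870 higher and 849 lower in H, and 2 candidate genes.

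Over 84 named genes, 3,122 of 3,437 comparisons gave the same direction and call, counting sign changes of differences that passed in neither setting, 292 lost and 12 gained a call, and 11 changed sign. Without High line 1, Clk was at -0.0642. Without High line 2, Cyp12d1-d was at -0.77, PMCA at 0.93, CG44251 at -0.01 and CG14691 at -0.40. Without Low line 1, CG44251 was at -0.0133 and CG12470 at 0.0815, and without Low line 2, RfC3 was at 0.0447 and Cyp12d1-d at -0.96. Over all arrays and lines left out, the values ran from -0.06 to 0.83 for Clk, -0.46 to 0.04 for RfC3, -0.96 to 2.85 for Cyp12d1-d, -1.13 to 0.93 for PMCA, -0.01 to 0.64 for CG44251, -3.10 to 0.08 for CG12470 and -0.40 to 3.45 for CG14691. Of 897 comparisons of gene lists 829 were the same, 53 lost and 14 gained a call, and the Muscle list changed direction without Low line 2 (adjusted p = 0.764, with 1.01e-05 to 0.764 over those left out).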

Differences from the paper's values

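The paper's value for the line effect is 1,825 probe sets, and 544 were called here, both at a false discovery threshold of 0.001 but on different scales of the Signal and with different calculations of it. The linear Signal gave 507 at an adjusted p under 0.001, so the scale does not account for the smaller number. Of 41 alternatives set before the data were examined, the adjusted p under 0.01 gave 1,515, within 1.5 times of the paper's value, and the other 40 did not, at 273 to 3,210. At the largest P of the paper's list the methods' analysis of the linear Signal gave 1,853 probe sets, a setting chosen after seeing the values, which by its construction drops 0 of the paper's 1,751 probe sets tested here. The paper's value for the interaction is 42, all 42 with a line effect, and here it was 5, all 5 with a line effect, with 2 to 97 over the 41 alternatives and none within 1.5 times of the paper's.

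For probe sets that differ between the selection groups the paper's value is 1,790, and 534 were found here, with 268 to 829 over 39 alternatives. By category the paper's values are 486, 686, 379 and 239, and those found here are 194, 152, 116 and 72. Over the 39 alternatives they ran from 89 to 302, 77 to 242, 57 to 180 and 34 to 129, and none came within 1.5 times of the paper's. Of the 1,751 probe sets of the paper's list that were tested here, 502 had a line effect at an adjusted p under 0.001, 1,177 under 0.01 and 1,521 (86.9%) under 0.05, and the direction of H and L was the same in 1,352 of the 1,384 compared.

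The paper's value for known locomotor genes past its threshold is 13, of which 9 were tested here and 2, Clk and tutl, passed, with 1 to 3 over 38 alternatives. The others, shaggy, homer, cAMP-dependent protein kinase1 and Casein kinase IIα, were not matched to a tested probe set here. The 2 are thus to be read against 9, not 13. At an adjusted p under 0.05 all 9 passed, though the paper placed them past its threshold on these same samples, so this is not independent evidence. For Sh and tim the probe sets with the paper's P are others than those counted here, and their adjusted p of the line effect was 0.00463 and 0.0158. The paper states a difference for Drop, and here Dr had an adjusted p of the line effect of 0.00477, above the threshold of 0.001, with a call between H and L.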

Other observations

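The tests of the paper's false discovery calculation, and of the detoxification genes in males and under quantile normalization, were chosen after the results were seen, and the other tests of this part before. Between H and L lines camera with its preset correlation set the genes of neurotransmitter secretion above other genes (adjusted p = 0.017), a call lost with an estimated correlation (adjusted p = 0.537 with an estimated correlation). Of 30 tested, 11 were higher and 0 lower in C than in L (over all probe sets 1,073 and 703), a count not tested, and 0 were higher and 6 lower in H than in C. Against the mean of the 6 lines the list lay at medians of 0.13 and 0.14 (Control lines) and -0.09 and -0.16 (Low lines) in females and 0.04 and 0.11 (Control lines) and -0.09 and -0.06 (Low lines) in males, while in the same females the ovary and egg shell list lay at -0.41 and -0.13 (Control lines) and 0.20 and 0.46 (Low lines) and the DNA replication list at -0.30 and -0.06 (Control lines) and 0.19 and 0.48 (Low lines). Between H and L 6 rose, 1 fell and 23 did not pass (7 and 1 when adjusted over the list alone), among them Amph, cac and Rab3, at 0.38, 0.29 and 0.22 on the log2 scale, and Dap160, which fell by 0.22 (SE 0.05, adjusted p = 0.0102). Of 16 circadian genes, 1 rose, 4 fell and 11 did not pass (1 and 4 when adjusted over the list alone). Pdp1 fell by 0.71 (SE 0.08, adjusted p = 4.35e-05), timeout fell by 0.57 (SE 0.13, adjusted p = 0.00841) and cyc fell by 0.23 (SE 0.07, adjusted p = 0.0363), and Clk rose by 0.38 (SE 0.05, adjusted p = 0.000149). Of 28 odorant-binding protein genes, 5 rose, 2 fell and 21 did not pass (10 and 2 when adjusted over the list alone), and 6 (21.4%) had a line effect (Fisher's exact test, adjusted p = 0.0082), while 7 were called between H and L (adjusted p = 0.36). Obp83b rose by 0.93 (SE 0.15, adjusted p = 0.000706) and Obp19d rose by 0.53 (SE 0.09), while Obp99a fell by 1.06 (SE 0.11, adjusted p = 1.8e-05) over the sexes together, at -2.61 in females and 0.48 in males, and Obp99c fell by 0.47 (SE 0.07, adjusted p = 0.000441). Of 39 genes of digestive proteases and glycosidases, 6 rose, 7 fell and 26 did not pass (8 and 9 when adjusted over the list alone). Among genes called between H and L they were over-represented (adjusted p = 0.0278), and among line effect calls they were not (adjusted p = 0.104). Jon66Ci fell by 2.43 (SE 0.35, adjusted p = 0.000316), and Mal-A1 rose by 0.44 (SE 0.07, adjusted p = 0.000836). Of 30 DNA replication genes, 0 rose, 5 fell and 25 did not pass (0 and 5 when adjusted over the list alone). PolA2 fell by 0.50 (SE 0.13, adjusted p = 0.0205), RfC38 fell by 0.40 (SE 0.12, adjusted p = 0.0414), PolD2 fell by 0.30 (SE 0.09, adjusted p = 0.0334) and RfC3 fell by 0.21 (SE 0.06, adjusted p = 0.0258), at -0.59 in females and 0.17 in males.

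Other lists are given as counts of genes that rose and fell between H and L lines. Of 12 sleep genes 1 rose, 1 fell and 10 did not pass (1 and 1 when adjusted over the list alone), of 19 phototransduction genes 3 rose, 1 fell and 15 did not pass (3 and 1 when adjusted over the list alone) and of 17 genes of biogenic amine and GABA signaling 1 rose, 0 fell and 16 did not pass (1 and 0 when adjusted over the list alone). Of 25 muscle genes 1 rose, 0 fell and 24 did not pass (1 and 0 when adjusted over the list alone), of 32 cuticle genes 3 rose, 0 fell and 29 did not pass (3 and 0 when adjusted over the list alone) and of 14 heat shock genes 1 rose, 3 fell and 10 did not pass (1 and 4 when adjusted over the list alone). Of 12 ovary and egg shell genes 0 rose, 1 fell and 11 did not pass (0 and 1 when adjusted over the list alone), of 22 testis genes 0 rose, 2 fell and 20 did not pass (0 and 2 when adjusted over the list alone), of 24 genes of the accessory gland and seminal fluid 0 rose, 1 fell and 23 did not pass (0 and 0 when adjusted over the list alone) and of 8 fat body genes 0 rose, 1 fell and 7 did not pass (0 and 0 when adjusted over the list alone). Of 37 ribosomal protein genes 2 rose, 0 fell and 35 did not pass (2 and 0 when adjusted over the list alone), and none of the 3 yolk protein genes passed. Camera with its preset correlation set odorant-binding protein (adjusted p = 0.0438), muscle (0.0105) and cuticle (0.00313) above other genes and DNA replication (0.00472) below them. These 4 calls were lost with an estimated correlation (adjusted p = 0.498, 0.722, 0.498 and 0.442 with an estimated correlation). In females the difference of the muscle genes was between Low line 2 and the others, with a median of 0.80 and 0.48 between the High lines and Low line 2, and 0.08 and -0.16 between them and Low line 1. In males the medians of the 4 pairs were -0.13, -0.03, 0.17 and 0.20, the last pair of values with High line 2. In Low line 2 females, where the muscle genes lay at a median of -0.57 from the mean of the 6 lines, the ovary and egg shell genes lay at 0.46 and the DNA replication genes at 0.48.

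Chance regrouping of the arrays did not give as many line effect calls: the 544 calls exceeded those of all other splits of 100 (1 of 100 as large, highest other 4), as did 872 calls between High and Low arrays (1 of 100, highest other 17) and 7,446 calls between the sexes (1 of 100, with limma calling 0 in the highest other). The 872 and 7,446 come from fits without line terms, unlike the 1,801 and 7,951 of the main fit. These splits part the replicate arrays of a line, so they cannot tell selection from drift between lines. Splits that mix the sexes leave the sex difference in the error, so few calls there say little. For the lines themselves the 3 splits of the 2 High and 2 Low lines are too few for a share under 0.05 (1 of 3 as large), with 1,801 calls for the real split and 682 for the highest other. The highest other parts the lines by their number, which the methods' split of 2 starting bottles into lines of each group may make a split by bottle, and the split that crosses the numbers gave 410. The C lines lay between the H and L lines in 43.2% of line effect calls, and 6 of 45 ways to part the 6 lines into pairs gave a share as large, the highest 49.6%, so chance is not excluded there. Selection and drift between the lines may both contribute to the H and L calls, and these fits do not part them. In limma 398 calls were left with line as a random block, at 1 correlation shared by all probe sets, and 0 on line means (1,100 at an unadjusted p under 0.05).

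The genes of the 3 detoxification lists, cytochrome P450, glutathione S transferase and UDP-glycosyltransferase, were higher in H than in L lines by a median of 0.18 over 122 genes, and less the median of all genes by 0.31 (95% interval 0.12 to 0.41) in females and by 0.0630 (95% interval -0.01 to 0.18) in males, with intervals that take the genes as independent, while the camera calls of all 3 lists were lost with an estimated correlation (adjusted p = 0.442 with an estimated correlation for each). A single line that stands apart is argued against by the 4 pairs of a High and a Low line, whose lowest median was 0.11, and a scaling of the arrays that depends on intensity by quantile normalization, with a median less that of all genes of 0.17 (95% interval 0.08 to 0.27) for the 3 lists together, though the intervals of the glutathione S transferase list, -0.00312 to 0.43, and the UDP-glycosyltransferase list, -0.09 to 0.35, include 0, while the lowest over 4 settings, 0.15, says nothing of a scaling that moves all genes alike, since the median of all genes is taken off. A smaller share of ovary RNA in High than in Low females could raise these genes in females and stays open. The interval in males includes 0, and the ovary and DNA replication lists had medians of -0.35 and -0.51 in the same females. Few genes of the ovary and DNA replication lists passed, however (1 of 12 and 5 of 30 fell over the sexes together). The difference of the glutathione S transferase list was less limited to females. Its median less that of all genes was 0.24 in females and 0.17 in males, where its interval, -0.04 to 0.47, includes 0 as well. The 3 splits of the 4 lines are too few for a share under 0.05 (1 of 3 as large, 0.18 against 0.11 for the highest other, which parts the lines by their number). Drift and probes shared within the families stay open as well, as does a response to selection, untested.

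Neighbouring genes on a chromosome arm differed alike between H and L lines, with a correlation across 7,903 pairs of genes, which are not independent replicates, of 0.0497, against at most 0.0295 in 1,000 random gene orders, and of 0.0388, against at most 0.0347, without neighbours that share a name stem. The hypothesis that linked genes differ together is in line with this, but tandem gene families stay open, since 1,569 pairs in which both genes have CG names were kept whatever their family. Drift between lines could give it as well, since splits with a High and a Low line on each side gave 0.0543, by line number, and 0.0534, across line numbers.

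Whether line effects are more frequent among probe sets without a gene name stays undecided: 55 of 937 (5.87%) had a line effect, against 4.66% of the named ones (odds ratio 1.28, Fisher's exact test, two-sided, p = 0.108). The methods' analysis of the linear Signal gave the paper's P of the line effect within 1% for all 829 probe sets compared. Different P values thus do not account for the smaller number of line effect calls than in the paper. It may lie in the calculation of the false discovery rate. At the largest P of the paper's list, the linear analysis gave 1,853 probe sets, where the paper's value is 1,825. The paper's Q implied a median share of unchanged probe sets of 0.0988, where Storey's estimate on the linear Signal was 0.206. The largest P read of Additional data file 2 was 0.00163 with a Q of 0.000997, and the linear Signal gave 507 calls at an adjusted p under 0.001 and 1,234 at a Storey q under 0.001.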
